# Transcriptional profiling of transport mechanisms and regulatory pathways in rat choroid plexus

**DOI:** 10.1186/s12987-022-00335-x

**Published:** 2022-06-04

**Authors:** Søren N. Andreassen, Trine L. Toft-Bertelsen, Jonathan H. Wardman, René Villadsen, Nanna MacAulay

**Keywords:** Cerebrospinal fluid, Membrane transport, CSF secretion, RNA sequencing, RNAseq, Bioinformatics, Transcriptomics, Choroid plexus

## Abstract

**Background:**

Dysregulation of brain fluid homeostasis associates with brain pathologies in which fluid accumulation leads to elevated intracranial pressure. Surgical intervention remains standard care, since specific and efficient pharmacological treatment options are limited for pathologies with disturbed brain fluid homeostasis. Such lack of therapeutic targets originates, in part, from the incomplete map of the molecular mechanisms underlying cerebrospinal fluid (CSF) secretion by the choroid plexus.

**Methods:**

The transcriptomic profile of rat choroid plexus was generated by RNA Sequencing (RNAseq) of whole tissue and epithelial cells captured by fluorescence-activated cell sorting (FACS), and compared to proximal tubules. The bioinformatic analysis comprised mapping to reference genome followed by filtering for type, location, and association with alias and protein function. The transporters and associated regulatory modules were arranged in discovery tables according to their transcriptional abundance and tied together in association network analysis.

**Results:**

The transcriptomic profile of choroid plexus displays high similarity between sex and species (human, rat, and mouse) and lesser similarity to another high-capacity fluid-transporting epithelium, the proximal tubules. The discovery tables provide lists of transport mechanisms that could participate in CSF secretion and suggest regulatory candidates.

**Conclusions:**

With quantification of the transport protein transcript abundance in choroid plexus and their potentially linked regulatory modules, we envision a molecular tool to devise rational hypotheses regarding future delineation of choroidal transport proteins involved in CSF secretion and their regulation. Our vision is to obtain future pharmaceutical targets towards modulation of CSF production in pathologies involving disturbed brain water dynamics.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12987-022-00335-x.

## Introduction

The brain is bathed in cerebrospinal fluid (CSF) that occupies the ventricular system, the subarachnoid space, and the interstitial space between structures and cells in the brain. The CSF serves to create buoyancy for the brain, to protect it from mechanical insult, and as a route by which metabolites, nutrients, and hormones can disperse within the brain [1]. The CSF is produced at a rate of 500 ml per day in adult humans [2], and the majority of the CSF secretion takes place across the choroid plexus [3], which is a specialized secretory tissue located in each of the ventricles. The choroid plexus consists of a monolayer of tight junction-connected epithelial cells, which rest on highly vascularized stroma with connective tissue [4].

A range of cerebral pathologies, i.e. hydrocephalus, stroke and subarachnoid hemorrhage, associate with elevated intracranial pressure (ICP). If left untreated, the brain tissue and the vasculature within compress, further reducing blood flow to the affected areas. Elevated ICP can occur following brain fluid accumulation arising either by reduced drainage of CSF following an obstruction in the brain fluid exit pathways or by hypersecretion of CSF, the latter of which has been observed in conditions such as choroid plexus hyperplasia, choroid plexus papilloma, and in a rodent model of posthemorrhagic hydrocephalus [5–7]. Elevated ICP is routinely treated by insertion of a ventriculo-peritoneal shunt or by a craniectomy [8, 9]. Although these are life-saving procedures, they are highly invasive and associated with severe side effects. Targeted and efficient pharmaceutical treatment aimed at reducing CSF secretion, and thus balancing the brain fluid content, is a desired addition to the clinical toolbox. However, such pharmaceutical approaches have, so far, generally failed due to intolerable side effects or lack of efficiency [10, 11].

Although the existence and production of CSF have been acknowledged for more than a century, the molecular mechanisms underlying this fluid secretion remain unresolved. Some choroidal transport mechanisms have been implicated in the CSF secretion, but their quantitative contribution and the molecular mechanisms by which the fluid is transported from the vascular compartment to the brain ventricles await determination [2, 3, 12]. Importantly, a complete map of the choroidal transport proteins may reveal other fluid-secreting transport mechanisms that could serve as future choroid plexus-specific pharmaceutical targets aimed at reducing CSF secretion in pathological conditions that would benefit from such treatments.

Here we performed transcriptomic analysis of rat choroid plexus from male and female rats and created a searchable database on the obtained transcriptomic profiles. To reveal putative future pharmacological targets, transport mechanisms and regulatory pathways were identified, ranked according to expression levels, and tied together in association networks.

## Materials and methods

### Experimental rats

This study conformed to the European guidelines and ethical regulations for use of experimental animals. The study utilizes 9-week-old Sprague Dawley rats (Janvier Labs, France) of male and female sex. The rats were housed with 12:12 light cycle with access to water and food ad libitum in accordance with the guidelines of the Danish Veterinary and Food administration (Ministry of Environment and Food) and approved by the animal facility at the Faculty of Health and Medical Sciences, University of Copenhagen. The rats were anaesthetized with intraperitoneal injection of xylazine and ketamine (6 mg/ml and 60 mg/ml in sterile water, 0.17 ml per 100 g body weight (ScanVet, Fredensborg, Denmark)) prior to decapitation and tissue collection.

### Isolation of choroid plexus and proximal tubules

Choroid plexus (from lateral and 4th ventricles) were isolated from five male and five female rats, pooled respectively and stored in RNAlater® (Sigma-Aldrich, St. Louis, Missouri, USA) at − 80 °C. Kidney tissue was collected from the male rats, minced, and subsequently digested for 25 min at 37 °C in a table shaker at 850 rpm in collagenase solution containing 1 mg/ml collagenase (type II, Gibco®, Grand Island, NY, USA) and 1 mg/ml pronase (Roche, Mannheim, Germany) in buffer solution containing (in mM): 140 NaCl, 0.4 KH_2_PO_4_, 1.6 K_2_HPO_4_, 1 MgSO_4_, 10 Na-acetate, 1 α-ketoglutarate, 1.3 Ca-gluconate, 5 glycin, in addition to 48 mg/l aprotinin (trypsin inhibitor, Sigma-Aldrich, St. Louis, Missouri, USA) and 25 mg/l DNase I (grade II, Roche, Mannheim, Germany), pH 7.56. In five-minute intervals, 1 ml of the solution containing the kidney tissue was transferred to an eppendorf tube containing 1 ml cold buffer solution with 0.5 mg/ml bovine serum albumin (Sigma-Aldrich, St. Louis, Missouri, USA) and replaced by 1 ml collagenase solution. Proximal tubules were manually collected under a microscope, centrifuged at 600×*g* for 5 min, and the pellet stored in RNAlater® at − 80 °C.

### Fluorescence-activated cell sorting (FACS) of choroid plexus epithelial cells

Choroid plexus was isolated from 10 male rats, minced, and digested in collagenase (15 mg/ml collagenase (type II, Gibco®, Grand island, NY, USA) in artificial CSF (aCSF)-HEPES containing (in mM): 120 NaCl, 2.5 KCl, 3 CaCl_2_, 1.3 MgSO_4_, 1 NaH_2_PO_4_, 10 glucose, 17 Na-HEPES, pH 7.56 for 30 min at 37 °C in a table shaker at 800 rpm. The supernatant was removed after 5 min centrifugation (600×*g*) and the pelleted cells were resuspended in aCSF-HEPES. The cells were triturated 20 times with a 1000 µl pipette and filtered through a 70 μm filter (pluriStrainer, Mini 70 µm, PluriSelect, Leipzig, Germany), prior to incubation with an anti-NKCC1 antibody with an extracellular epitope (1:200 in aCSF-HEPES, #ANT-071, Alomone Labs™, Jerusalem, Israel) for 30 min at 4 °C. The cells were pelleted (600 × *g*, 5 min) and resuspended in secondary antibody (1:500 in aCSF-HEPES, Alexa Fluor® 647—A-21245, Invitrogen™, Carlsbad, California, USA), in which it was kept for 20 min at 4 °C prior to centrifugation (600×*g*, 5 min) and resuspension in cold aCSF-HEPES. Cells were analyzed and sorted on a FACSAria Fusion flow cytometer (BD Biosciences, Lyngby, Denmark).

### Immunohistochemistry

15 μl FACS suspension was placed on poly-d-lysine-coated coverslips for 30 min at room temperature, after which excessive liquid was removed and the attached cells covered with 4% paraformaldehyde in PBS for 15 min at room temperature. Coverslips were washed 3 times with 0.02% tween-20 in PBS (PBST) and permeabilized with PBST for 10 min at room temperature. Cells were treated with a blocking solution (4% normal goat serum (NGS) in PBST) for 1 h at 4 °C prior to exposure to primary antibody against AQP1 (1:400, #AQP-001, Alomone Labs™, Jerusalem, Israel) at 4 °C O/N. Coverslips were washed with PBST and incubated with secondary antibody (1:700, A-11034, Alexa Fluor® 488, Invitrogen™, Carlsbad, California, USA) and Phalloidin (1:400, A22287, Alexa Fluor™ 647, Invitrogen™, Carlsbad, California, USA) for 2 h at room temperature. Cells were washed and mounted onto microscope glass slides with ProLong™ Gold Antifade Mountant with DAPI (P36935, Invitrogen™, Carlsbad, California, USA).

### RNA extraction and sequencing

The RNA extraction and library preparation were performed by Novogene Company Limited, UK with NEB Next® Ultra™ RNA Library Prep Kit (NEB, USA) prior to their RNA sequencing (paired-end 150 bp, with 12 Gb output) on an Illumina NovaSeq 6000 (Illumina, USA).

### Bioinformatics and computational analyses:

All program parameter settings for library building and mapping, together with all scripts for the gene annotation and analysis are available at https://github.com/Sorennorge/MacAulayLab-RNAseq2.

Although it remains unknown whether a certain transcript level cut-off represents physiological relevance, all analyses exclude genes transcribed at levels below a cut-off at 0.5 transcripts per million (TPM) [13]. Raw data are available at the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (GEO) database (accession number: GSE194236).

### RNA sequencing analysis

The 150 base paired-end reads were mapped to reference genome (Rattus norvegicus Rnor_6.0 v.103) using Spliced Transcripts Alignment to a Reference (STAR) RNA-seq aligner (v. 2.7.2a) [14]. The mapped alignment by STAR was normalized to TPM with RSEM (RNA-Seq by Expectation Maximization v. 1.3.3) [15]. Gene information was gathered with mygene (v3.1.0) python library [16–18], from which gene symbol, alias, and Gene Ontology (GO) terms [19–21] were extracted. Mitochondrial genes (seqname: MT) were omitted from the reference genome prior to comparison of the kidney proximal tubule transcriptional profiles with that of the choroid plexus, since the greater abundance of these genes in the proximal tubule would skew the plasma membrane transporter expression comparison.

### Cross-species comparison

The human choroid plexus transcriptome was obtained from GEO database (GSE137619, SRR10134643-SRR10134648) [22–24] and the mouse choroid plexus transcriptome was obtained from GEO (GSE66312, SRR1819706-SRR18197014) [25]. All samples were quality controlled with fastqc [26] and trimmed with Trimmomatic [27] (Slidingwindow 4:20, minimum length of 35 bp). The human and mouse samples, together with rat sample 3 (male), were mapped to the human reference genome (Homo sapiens GRCh38 v.104), the mouse reference genome (Mus musculus GRCm39 v.104), and rat reference genome (Rattus norvegicus Rnor_6.0 v.103) with STAR (v. 2.7.2a). The reference genome for rat, mouse, and human for the cross-species analysis only contained  gene/transcripts of biotype ‘protein coding’. Mapped alignments were normalized to TPM with RSEM (v. 1.3.3.) and the mean from the samples for human and mouse, respectively, were used for further analysis. Transcribed genes sharing gene name between the compared species (or their orthologue, collected from ensemble.org via biomart martview) were included in the cross-species comparison.

### Category section

Gene lists of transporters, pumps, water and ion channels, and G protein-coupled receptors (GPCR) were collected from the ‘target and family list’ from Guide to Pharmacology [28–31]. Genes annotated as ‘transporters’ were employed to generate the list of membrane transporters and pumps whereas genes annotated as ‘voltage-gated ion channels’, ‘ligand-gated ion channels’, and ‘other ion channels’ were employed to generate the list of water and ion channels. To filter for plasma membrane proteins, the transporter and pump gene list was initially filtered to exclude the mitochondrial and vacuolar transport families SLC25, ATP5, and ATP6V, after which the transporter and channel lists were filtered based on associated GO terms; ‘integral component of plasma membrane’ or ‘plasma membrane’, but only included genes annotated as ‘integral component of membrane’ or ‘transmembrane’, but not annotated as ‘lysosome’, ‘endosome membrane’, ‘lysosomal’, ‘mitochondrion’, ‘mitochondrial’, ‘golgi apparatus’, ‘vacuolar’, or ‘endoplasmic’. Genes annotated as ‘GPCR’ were employed to generate the list containing GPCRs. Receptor tyrosine kinases (RTK) were gathered from Human Genome Organisation (HUGO) Gene Nomenclature Committee (HGNC) database [32], with the annotations ‘receptor tyrosine kinase’ including sub group ‘ephrin receptors’ and ‘ErbB family’. The list of kinases was obtained from the Kyoto Encyclopedia of Genes and Genomes (KEGG) database [33–36]for entries of ‘EC 2.7.10.2’ (non-specific protein-tyrosine kinase), ‘EC 2.7.12’ (Dual-specificity kinases) with the two sub-categories, and ‘EC 2.7.11’ (Protein-serine/threonine kinases) with the 33 sub-categories. These three entries were collected with organism specific “rno” (Rattus norvegicus) filter. These kinases were filtered for protein kinases by GO terms: ‘protein kinase activity’, ‘protein serine/threonine kinase activity’, ‘protein serine kinase activity’, ‘protein threonine kinase activity’, ‘protein tyrosine kinase activity’, ‘map kinase activity’. Kinases involved solely with transcription or cell cycle modulation were subsequently excluded. Phosphatases were gathered from the KEGG database with entries EC 3.1.3 (Phosphoric Monoester Hydrolases) with 108 subcategories. The phosphatases were filtered for protein-interacting phosphatases by GO terms: ‘phosphoprotein phosphatase activity’, ‘protein serine/threonine phosphatase activity’, ‘protein serine phosphatase activity’, ‘protein threonine phosphatase activity’, and ‘protein tyrosine phosphatase activity’. Phosphodiesterases (PDE) were collected based on gene name starting with ‘PDE’. Cyclases were obtained from the KEGG database [33–36] entry numbers ‘EC 4.6.1.1’ (adenylate cyclase) and ‘EC 4.6.1.2’ (guanylate cyclase).

### Network analysis

The network analysis was generated from protein–protein association tables from the String-database [37, 38] as a plugin for Cytoscape (v. 3.8.2) [39]. Firstly, full interaction tables were generated through a full protein query of every protein in the lists of transporters and pumps, water and ion channels, GPCRs, RTKs, kinases, phosphatases, PDEs and cyclases. Secondly, the tables were filtered for interaction between the ‘transporters and pumps’ and all the regulatory genes (lists of GPCRs, RTKs, kinases, phosphatases, PDEs, and cyclases). All interactions between regulatory proteins were discarded. The same was done for ‘water and ion channels’. We only included protein–protein associations that were curated in a database or were demonstrated to interact experimentally. Thirdly, these interaction tables were loaded back into Cytoscape (v. 3.8.2) and modulated: Confidence score (from string-db) of 0.6–1 was used for genes from the list ‘transporter and pumps’ interactions and 0.7–1 was used for genes from the list ‘water and ion channels’.

## Results

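Choroid plexus from 5 male rats was pooled into 1 library and choroid plexus from 5 female rats into another, all rats being 9 weeks old. Each condition of the study has 1 library and no replicates, so a difference between libraries has no replicate check and no spread between animals can be given. The authors aligned the paired-end reads to the rat genome Rnor_6.0 (Ensembl release 103) with STAR, and RSEM gave an expected count and a TPM, an abundance scaled to the same total in each library, for each of 32883 Ensembl gene IDs. The expected counts summed to 28324976 in the male library and to 25376480 in the female library. The 13 mitochondrially encoded genes held 5.34% of the counts in the male library (95% Wilson interval 5.33 to 5.35%) and 4.32% in the female library (4.31 to 4.33%). The smallest share that 3 counts can show was 1.06e-05% of the male total and 1.18e-05% of the female total. Such intervals and floors cover counting error only. A gene was taken as transcribed at 0.5 TPM or above, the cut-off used in the paper, which gave 13598 genes in the male and 13401 genes in the female library. With at least 10 expected counts in place of the cut-off, the numbers were 14080 and 13968. Gene names were taken from the paper and its lists, which pair names with 2452 of the IDs, and the other IDs were left without a name.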

To characterize the choroid plexus ‘transportome’, we obtained the transcriptomic profile of choroid plexus from adult male and female Sprague–Dawley rats by performing RNAseq of the tissue. The data are organized in a searchable webserver-based database (https://cprnaseq.in.ku.dk/) to allow search for genes of interest. The database encompasses the genes expressed in the choroid plexus, their expression level in TPM, and their alias (protein name, to the extent that this feature was available).

### The transcriptomic profile of rat choroid plexus mimics those of mouse and human

To determine the species similarity of the choroid plexus transcriptomic profile, we compared that obtained from the rat (Additional file 1, sheet 1) to published versions of these obtained from human [22] and murine [25] choroid plexus. Notably, this species comparison illustrates whether or not the gene is present but does not confer quantitative comparison of the expression levels. The rat shares 89% of its choroidal protein-coding genes with that of the human choroid plexus, and 91% with that of mice (Fig. 1). These numbers may represent an underestimate, as some of the remaining genes might not be annotated with the shared name or as an orthologue, or may fall just above or below the cut-off level of 0.5 TPM. However, the 11% non-shared expressed genes in humans only account for 3.3% of the total transcripts and only 5.5% of these non-shared genes were annotated with ‘transport activity’, meaning that only 0.1% are transporters not shared with the rat. The 9% non-shared expressed genes for mouse account for 2.8% of the total transcripts, and only 0.1% was annotated as transporters. Such transcriptomic similarity suggests that the functional integrity is conserved among these organisms, and that the rat is an applicable animal model in which to determine physiological aspects, especially those that are membrane transport-related, of the choroid plexus.

**Fig. 1:**
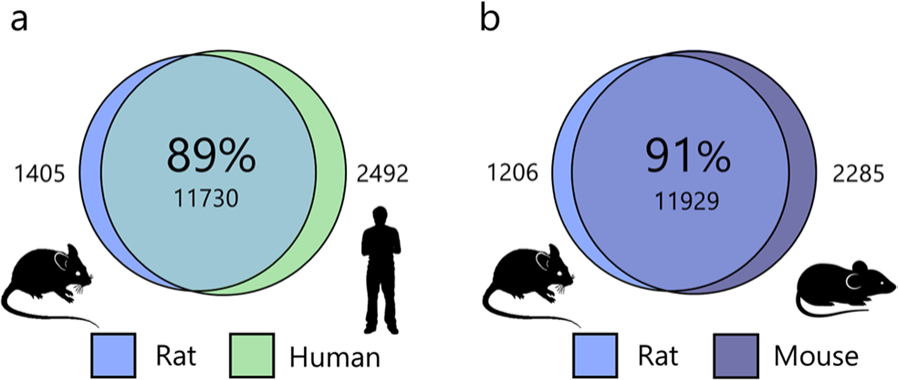
Species comparison of transcribed genes in choroid plexus. RNAseq analysis reveals common protein coding transcribed genes of rat choroid plexus compared with **a** human [22] and **b** mouse [25]. Transcribed genes are included as shared if they share the same protein name or are listed as orthologue genes. The percentage in the sphere center refers to rat perspective, with non-shared genes on each side of the overlapping spheres

### Transport proteins highly expressed in choroid plexus may be involved in CSF secretion

To obtain a complete list of transport proteins expressed in the choroid plexus and their transcriptomic abundance, the RNAseq data were filtered for genes encoding transport proteins located in the plasma membrane (see Methods). Each gene was associated with its alias, and a description of the type of membrane transport protein. Some protein names and their function were well established, while other transport mechanisms expressed in choroid plexus appeared not fully characterized with no general agreement on a given alias or function. The lists were therefore manually curated according to the Universal Protein Resource (Uniprot) [40] and the Human Gene Database (Genecards) [41] to ensure that the widest accepted alias and function were associated with each gene name. The transport proteins are divided into (i) coupled transporters and ATP-driven pumps and (ii) water and ion channels, and sorted according to their transcript abundance (Additional file 1, sheets 2 and 3). 

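In the male choroid plexus, 218 genes of the list of transporters and pumps and 88 genes of the list of channels were at or above the cut-off. The lowest of the 20 highest expressed transporters and pumps was SLC20A2 (ENSRNOG00000019490), with 182 TPM from 14917 expected counts. Among the channels, the same place was held by GJB2 (ENSRNOG00000008855), with 12.2 TPM from 643 expected counts.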

Tables 1 and 2 illustrate the 20 highest expressers in each category. 

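Of the subunits of the Na+/K+-ATPase, ATP1B1 (ENSRNOG00000002934) had 1553 TPM in the male choroid plexus, FXYD1 had 1076 TPM, ATP1B2 had 248 TPM and ATP1B3 had 236 TPM. SLC12A2 (ENSRNOG00000015971), which encodes NKCC1, had 268 TPM from 40184 expected counts. AQP1 (ENSRNOG00000011648) had 721 TPM from 41501 expected counts and placed second among the channels. The transcripts of the HCO_3_- transporters amounted to 881 TPM for SLC4A5 (NBCe2, ENSRNOG00000010378), 638 TPM for SLC4A2 (AE2, ENSRNOG00000014347) and 325 TPM for SLC4A10 (NCBE, ENSRNOG00000005307).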

Several of the transport proteins implicated in CSF secretion are found amongst these highly expressed transport proteins; different subunits of the Na^+^/K^+^-ATPase, the Na^+^,K^+^,2Cl^−^ cotransporter (NKCC1), aquaporin 1 (AQP1), and the HCO_3_^−^ transporters NBCe2, NCBE, and AE2 [12, 42]. In addition, the lists present some additional transport proteins that could be envisaged to partake in CSF secretion, i.e. cation, anion and sulfate transporters (BOCT, BSAT1, SNAT1, SUT1, and MCT8, Table 1) in addition to various K^+^ and Cl^−^ ion channels (Table 2) with no prior association to CSF secretion. 

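In the male choroid plexus, SLC22A17 (BOCT, ENSRNOG00000016414) had 2396 TPM from 121214 expected counts, the highest value of the transporters and pumps. SLC13A4 (SUT1) had 627 TPM, SLCO1C1 (BSAT1) had 301 TPM and SLC38A3, which Table 1 lists as SNAT3, had 298 TPM. KCNJ13 (ENSRNOG00000016057), with 1372 TPM from 33116 expected counts, was the highest of the channels, and the K+ channels KCNK1 and KCNQ1 had 158 and 30.1 TPM. The Cl- channel CLCN3 had 33.8 TPM.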

With such high relative expression in this tissue, these transport proteins are likely to serve a physiologically important function in choroid plexus, and could potentially be involved in CSF secretion.

**Table 1:** Highly transcribed transporters and pumps in choroid plexus

Gene	Alias	TPM	Description	Rank	FACS rank	Female rank
SLC22A17	BOCT	2396	Brain-specific organic cation transporter	1	1	1
ATP1B1	NKAβ	1553	Na^+^/K^+^-ATPase β1	2	2	2
FXYD1	FXYD1	1076	Na^+^/K^+^-ATPase γ1	3	3	3
SLC4A5	NBCE2	881	Na^+^,HCO_3_^−^ cotransporter	4	7	4
SLC4A2	AE2	638	Cl^−^/HCO_3_^−^ exchanger	5	5	5
SLC13A4	SUT1	627	Na^+^,SO_4_^2−^ cotransporter	6	6	7
ATP1A1	NKA.α1	623	Na^+^/K^+^ ATPase α1	7	4	6
SLC31A1	CTR1	469	Cu^2+^ transporter 1	8	9	8
ATP2B3	PMCA3	396	Plasma membrane Ca^2+^ ATPase	9	15	11
SLC16A2	MCT8	380	Monocarboxylate transporter 8	10	13	9
SLC4A10	NCBE	325	Na^+^, HCO_3_^−^ cotransporter	11	26	12
SLCO1C1	BSAT1	301	BBB-specific anion transporter 1	12	12	13
SLC38A3	SNAT3	298	Na^+^-coupled neutral amino acid transporter 3	13	8	10
SLC12A2	NKCC1	268	Na^+^, K^+^, 2Cl^−^ cotransporter	14	17	14
ATP1B2	NKA.β2	248	Na^+^/K^+^ ATPase β2	15	18	17
ATP11A	ATP11A	242	Phospholipid-transporting ATPase	16	23	19
ATP1B3	NKA.β3	236	Na^+^/K^+^ ATPase β3	17	10	15
TMEM30A	TMEM30A	229	P4-ATPase flippase β subunit	18	21	16
SLC12A4	KCC1	192	K^+^, Cl^−^ cotransporter	19	11	18
SLC20A2	PIT2	182	Na^+^-dependent PO_4_^3−^ transporter 2	20	16	21

RNAseq analysis revealing the 20 highest expressed genes encoding plasma membrane transporters and pumps in choroid plexus. TPM: transcripts per million; FACS rank: each gene’s rank in the FACS sample; Female rank: rank in the choroid plexus from female rats

**Table 2:** Highly transcribed membrane channels in choroid plexus

Gene	Alias	TPM	Description	Rank	FACS rank	Female rank
KCNJ13	Kir7.1	1372	Inwardly rectifying K^+^ channel 7.1	1	2	1
AQP1	AQP1	721	Aquaporin 1	2	1	2
KCNK1	TWIK-1	158	Two pore domain K^+^ channel	3	3	3
TRPM3	TRPM3	137	Transient receptor potential melastatin channel 3	4	7	4
TRPV4	TRPV4	92	Transient receptor potential vanilloid channel 4	5	4	5
ORAI1	ORAI1	62	Ca^2+^ release-activated Ca^2+^ modulator 1	6	5	6
MCOLN1	TRPML1	37	Transient receptor potential mucolipin channel 1	7	6	7
CLCN3	ClC-3	34	Voltage-gated Cl^−^ channel 3	8	15	9
KCNJ14	Kir2.4	31	Inwardly rectifying K^+^ channel 2.4	9	55	8
TRPM7	TRPM7	30	Transient receptor potential melastatin channel 7	10	18	12
KCNQ1	KV7.1	30	Voltage-gated K^+^ channel Kv7.1	11	9	10
P2RX6	P2X6	26	Purinergic Receptor X6	12	8	11
PKD2	TRPP2	25	Transient receptor potential polycystin channel 2	13	13	13
KCNA1	KV1.1	18	Voltage-gated K^+^ channel Kv1.1	14	43	20
ORAI3	ORAI3	17	Ca^2+^ release-activated Ca^2+^ modulator 3	15	10	14
KCNS1	KV9.1	16	Delayed rectifier voltage-gated K^+^ channel Kv9.1	16	11	15
KCNC3	KV3.3	15	Voltage-gated K^+^ channel Kv3.3	17	21	18
CLCN4	ClC-4	14	Voltage-gated Cl^−^ channel 4	18	23	19
GRIK5	GluK5	13	Kainate glutamate receptor 5	19	12	16
GJB2	Cx26	12	Connexin26	20	14	22

RNAseq analysis revealing the 20 highest expressed genes encoding plasma membrane channels in choroid plexus. TPM; transcripts per million, FACS rank; each gene’s rank in the FACS sample, Female rank; rank in the choroid plexus from female rats

### The transcriptome of a pure fraction of choroid plexus epithelial cells is comparable to that of choroid plexus

The choroid plexus is a feather-like structure containing a monolayer of epithelial cells with centrally located vasculature, stroma, and immune cells. Most RNAseq studies of this tissue take advantage of the fact that the majority of the cells in the tissue are choroid plexus epithelial cells [43, 44] and thus include the entire structure into the RNAseq procedure [45–49]. In this manner, some of the transcripts are anticipated to arise from other cell types than that of the choroid plexus epithelium. To resolve a putative discrepancy between a pure fraction of choroid plexus epithelial cells and that of the entire tissue, dissociated cells from acutely isolated choroid plexus were captured by FACS. 

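Epithelial cells sorted with an antibody against NKCC1 from the choroid plexus of 10 male rats were pooled into 1 library. Its expected counts summed to 23873318, of which 4.64% (95% Wilson interval 4.63 to 4.65%) were on mitochondrially encoded genes, and 13112 genes were at or above the cut-off. The floor of 3 counts was 1.26e-05% of the total. TTR (ENSRNOG00000016275) held 17.5% of the counts in the FACS library (17.50 to 17.53%) and 8.85% in the whole male choroid plexus (8.84 to 8.86%), and the 10 highest genes held 51.5% and 35.6% of the TPM. TPM sums to the same total in each library, so a larger share for a few genes leaves less for the others. Ratios were computed as log2 of TPM plus a pseudocount of 1, which understates the change of genes with low TPM. Over all genes at or above the cut-off in either library, the median log2 ratio of FACS to whole male tissue was -0.58, and changes of gene lists are given relative to it.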

In the choroid plexus, NKCC1 appears to be expressed exclusively on the luminal side of the epithelial cells [50–52] and FACS with the anti-NKCC1 antibody targeted to an extracellular epitope on   this choroidal transport protein produced a fraction of highly fluorescent and large cells (Fig. 2A), which was absent in the FACS conducted in the absence of antibody (Fig. 2B) or with only the secondary antibody (Fig. 2C). Intact choroid plexus epithelial cells captured by FACS expressed AQP1 (Fig. 2D), which in the choroid plexus is expressed solely in the epithelial cells [53], demonstrating the epithelial origin of the captured cells. 

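Of the genes at or above 0.5 TPM in the whole male choroid plexus, 12686 were at or above it in the FACS library too, which was 93.3% of the male genes. Another 912 genes were at or above the cut-off in the whole male tissue alone, and 426 in the FACS library alone. Of the latter, 17 were at or above 10 TPM, and the highest was ENSRNOG00000002792, for which no gene name was at hand, with 213 TPM from 4351 expected counts in the FACS library and 1 expected count in the whole tissue, under the floor of 3. The share moved most with a cut-off of 5 TPM, under which it was 81.2%. With the genes of the FACS library as the denominator, which was chosen after these values were seen, the shared genes made up 96.8%.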

RNAseq analysis of the epithelial cells captured by FACS retrieved 97% of the genes detected in the entire choroid plexus structure (Fig. 2E). 

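The genes at or above the cut-off in the whole male choroid plexus and below it in the FACS library were 6.71% of the male genes and held 0.528% of the male TPM. Their median in the whole tissue was 1.00 TPM, with 455 genes under 1 TPM, 31 genes at or above 10 TPM and a highest value of 654 TPM. Of these genes, 309 had an expected count of 0 in the FACS library, and 65 had an effective length under 50 bases in the male library. With so short a length few counts give a high TPM, as for RPL38 with 395 TPM from 36.0 counts. The highest value was that of LOC100911516, and reads shared with near-identical genes were not tested. The share of TPM therefore need not reflect genes absent from the sorted cells. The annotation of genes to cell types was not analysed here.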

The 3% of the genes that were absent from the choroid plexus epithelial cells captured by FACS, were largely (> 95% of the genes with cell type annotation) annotated primarily to cell types other than epithelial cells [54, 55], such as cells of mesenchymal, endothelial, neuronal, immune, or glial origin, which reside in the choroid plexus structure [43]. The cell population obtained from the FACS procedure thus essentially represents choroid plexus epithelial cells. 

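A list of 12 epithelial genes, among them TTR, KCNJ13, AQP1, SLC4A5 and HTR2C, had a median log2 ratio of FACS to whole male tissue of -0.62, which was -0.04 relative to all genes, and 3 of the 12 had a higher TPM in the FACS library. The median lay at percentile 12.3 among 10000 random lists of the same size matched on mean expression, which describes these libraries only. With pseudocounts of 0.1 and 0.5, the median of the list stayed at -0.62 while that of all genes moved, which put the list 0.07 and 0.02 above all genes. Without the 10 highest genes of each library, it was -0.15 relative to all genes, at percentile 4.85. The lists of endothelial, mesenchymal and immune cell genes drawn up beforehand could not be tested, since names were at hand for 5 of 12, 5 of 12 and 3 of 13 of their genes, under the required 80%. Of 22 immune receptor genes in the paper's receptor lists, put together after some of their values were seen, 20 had a higher TPM in the FACS library than in the whole tissue.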

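Of the transporters and pumps at or above the cut-off in the whole male choroid plexus, 207 were so in the FACS library, which was 95.0%, and the FACS library had 7 others. Of the channels, 80 were shared, which was 90.9%, and the FACS library had another 7. With the genes of the FACS library as the denominator, chosen after the values were seen, the shares were 96.7% for transporters and pumps and 92.0% for channels.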

Choroid plexus epithelial cells captured by FACS displayed nearly identical transcriptomic profiles to that of the entire choroid plexus of choroidal transport proteins (97%, Fig. 2F) and channels (92%, Fig. 2G). 

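The 11 transporters and pumps found in the whole male choroid plexus and below the cut-off in the FACS library had a median of 0.75 TPM in the whole tissue, and 8 of them were under 1 TPM. The highest was MFSD4A (ENSRNOG00000024657), with 2.37 TPM (178 expected counts) in the whole tissue and 0.480 TPM (38 expected counts) in the FACS library. Of the 8 channels, 6 were under 1 TPM, with a median of 0.71 TPM. The highest, GABRG3 (ENSRNOG00000014862), had 6.03 TPM from 199 expected counts in the whole tissue and 0.160 TPM from 4 expected counts in the FACS library. Both genes were chosen after their values were seen. In the other direction, the transporters and pumps found in the FACS library alone reached at most 1.28 TPM there and the channels 1.88 TPM.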

The non-shared genes place around the cut-off TPM of 0.5 for both transporters and channels. More specifically, the transporters/pumps found amongst the top 20 highest expressers in the choroid plexus were all detected within the top 26 highest expressed transport proteins in the pure fraction of choroid plexus epithelial cells (Table 1). Such similarity was reproduced for choroid plexus membrane channels (except for the two ion channels K_ir_2.4 and K_v_1.1 that placed further down the list), Table 2. 

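Of the 20 highest transporters and pumps of the whole male choroid plexus, 17 were among the 20 highest of the FACS library. The other 3 were TMEM30A at place 21 (119.5 TPM against 229 in the whole tissue), ATP11A at place 23 (118 against 242 TPM) and SLC4A10 at place 26 with 108 TPM in the FACS library. SLC22A17 was the highest in both, with 2642 TPM in the FACS library. Across the 225 transporters and pumps at or above the cut-off in either library, the Spearman correlation of TPM was 0.945, where genes are not independent replicates.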

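Of the 20 highest channels of the whole male choroid plexus, 16 were among the 20 highest of the FACS library. KCNJ14 (K_ir_2.4, ENSRNOG00000021056) had 1.81 TPM and place 55 in the FACS library, against 30.6 TPM in the whole tissue. KCNA1 (K_v_1.1, ENSRNOG00000019750) had 3.08 TPM and place 43, against 17.7 TPM. CLCN4 placed 23 with 6.56 TPM. The Spearman correlation across the 95 channels at or above the cut-off in either library was 0.812.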

Complete lists of transporters and membrane channels detected in the purified choroid plexus epithelial cells are included as Additional file 1, sheets 4 and 5. We conclude that RNAseq analysis of the complete choroid plexus structure provides a representative quantitative identification of the membrane transport proteins expressed in the choroid plexus epithelial cells.

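Across the 14024 genes at or above the cut-off in the FACS library or the whole male tissue, the Spearman correlation of TPM was 0.896, 1 of 4 such correlations computed between pairs of libraries. It moved most with a cut-off of 5 TPM, to 0.830. The median absolute log2 ratio was 0.69, and 70.0% of the genes lay within a factor of 2. From the genes shared between the sorted cells and the tissue and from the places of the highest expressed transporters and channels, the paper concludes that sequencing the complete choroid plexus gives a representative picture of the membrane transport proteins of its epithelial cells.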

**Fig. 2:**
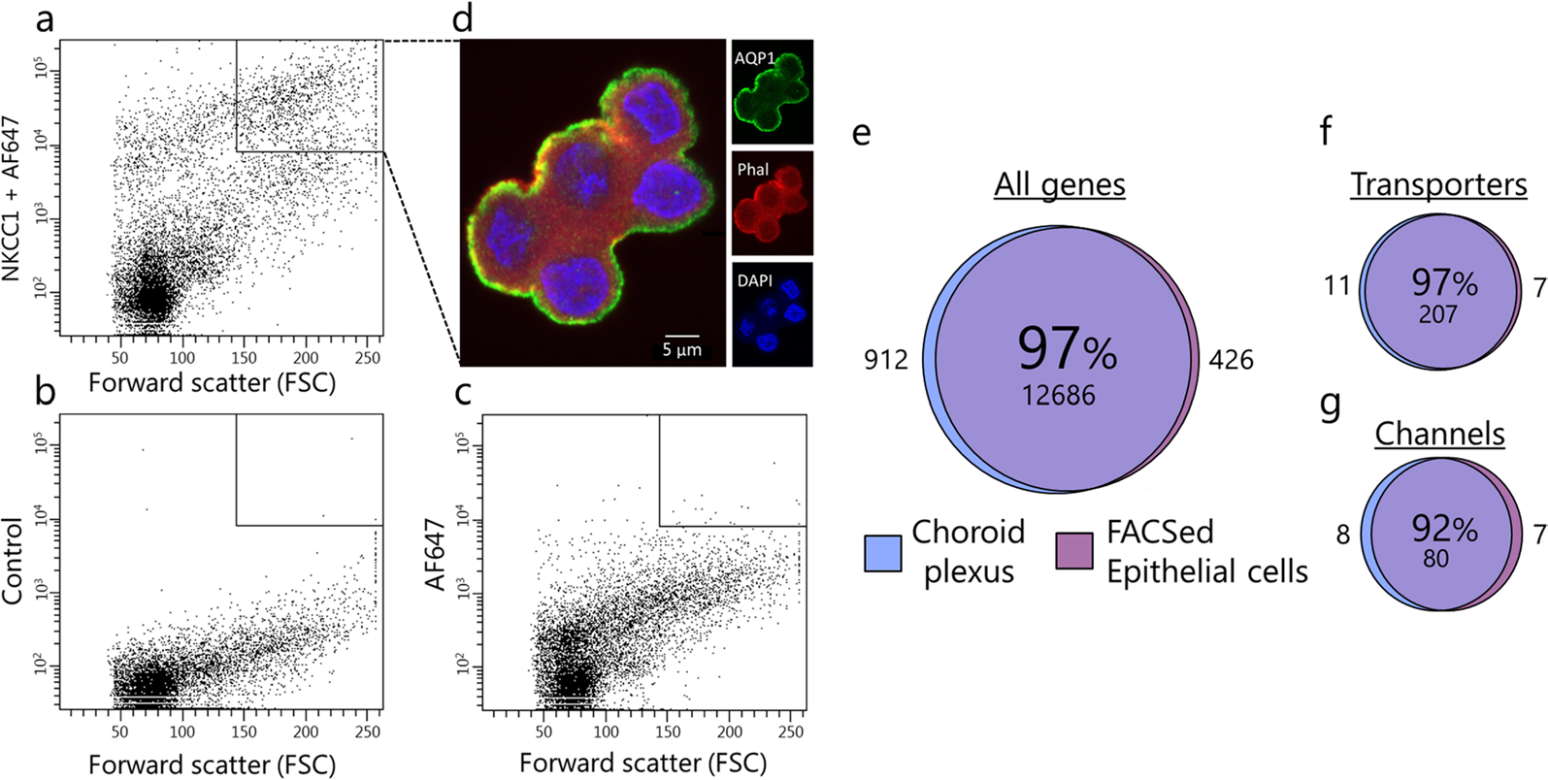
Choroid plexus transcriptomic profile is similar to FACS choroid plexus epithelial cells. **a**–**d** FACS with fluorescence emission intensity (y-axis) and forward scatter (FSC) (x-axis). **a** The cell suspension obtained by FACS with primary anti-NKCC1 antibody and secondary antibody, **b** in the absence of antibody inclusion in the FACS procedure, or **c** in the absence of primary antibody, but with inclusion of secondary antibody. The target area of capture (cells with high fluorescence emission intensity and large cell size) is defined in a black square in the top right corner (**a**–**c**). **d** Immunohistochemical staining of captured cells with anti-AQP1 (green), marker of F-actin; phalloidin (red), and nucleus marker; DAPI (blue). **e**–**g** Depiction of the shared transcribed genes in the pure fraction of choroid plexus epithelial cells versus the whole choroid plexus, **e** for all genes, **f** for genes encoding membrane transporters and pumps, and **g** for genes encoding membrane water and ion channels. Shared genes (in percentages and number) in the sphere center, with the number of non-shared genes depicted on either side

### The choroid plexus expresses a wide range of membrane transporters

The solute carriers (SLC) represent a large group of membrane transport proteins containing more than 400 members divided amongst 66 families [56]. The 66 family names and transport functions were collected from the Bioparadigms SLC database [57, 58]. Of the 66 existing SLC families, transcripts of 52 of these gene families were detected in choroid plexus, and 44 of these coding for SLC family members residing in the plasma membrane (representing 63% of all choroid plexus transporter and pump transcripts in the plasma membrane). 

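The list of plasma membrane transporters and pumps of the male choroid plexus held 157 SLC genes of 44 families at or above the cut-off. Together they had 10403 of the 16440.5 TPM of the list, or 63.3%, and the list itself held 1.64% of all TPM. The share moved most in the FACS library, where it was 66.3%, and was 63.9% in the female choroid plexus. SLC families without a plasma membrane member in the list were not analysed here.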

To obtain an overview of choroidal plasma membrane transport functions, the 44 SLC families detected in the choroid plexus plasma membrane were grouped into 11 supercategories according to similarities in transported substrates (Fig. 3, Additional file 1, sheet 6). 

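In the male choroid plexus, the SLC genes of the electrolyte and bicarbonate transporters summed to 2602 TPM over 31 genes, those of the organic an/cationic transporters to 2581 TPM over 7 genes and those of the large anion transporters to 1929 TPM over 19 genes. The first sum was 21.1 TPM above the second, and SLC22A17 made up most of the second. This order was reversed in the female choroid plexus, with 2247 TPM against 2637 TPM, and in the FACS library, with 1637 TPM against 2799.9 TPM. The large anion transporters summed to 1657 TPM in the female choroid plexus and to 1410.1 TPM in the FACS library.

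**Figure D1:**
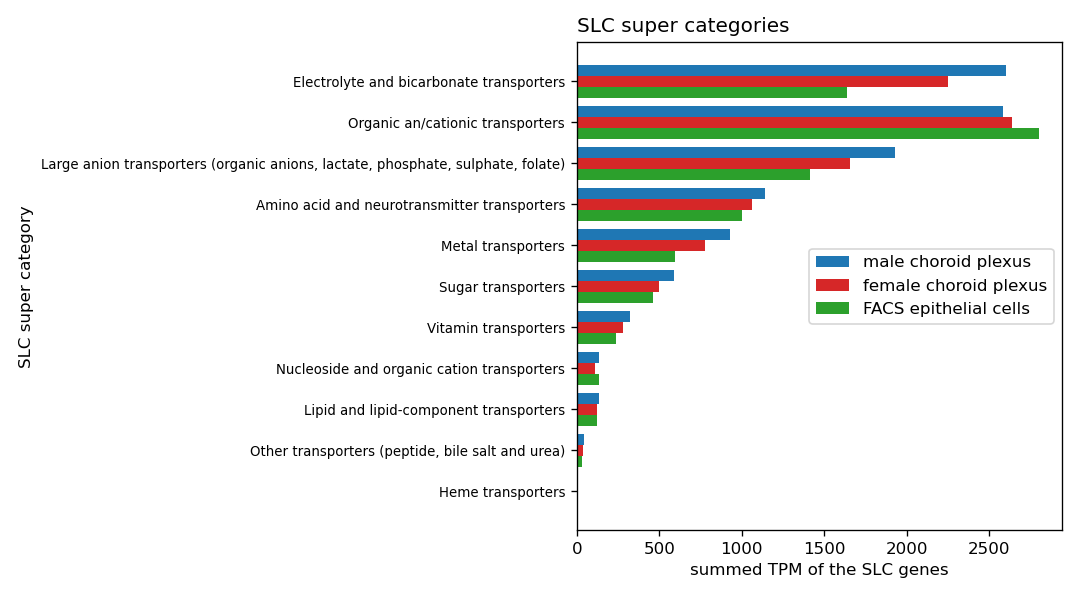
Summed TPM (x axis, from 0) of the SLC genes at or above the cut-off in each of the 11 super categories (y axis), with 1 bar per library for the male choroid plexus, the female choroid plexus and the FACS epithelial cells. The electrolyte and bicarbonate transporters are the highest in the male library, and the organic an/cationic transporters in the other two.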

The most abundantly expressed supercategory consisted of 31 electrolyte and bicarbonate transporters (six families, 2602 TPM) followed by seven organic an/cationic transporters (one family, 2581 TPM) and 19 large anion transporters (five families, 1929 TPM). These are followed by amino acid and neurotransmitter transporters (36 genes), various sugar transporters (17 genes), and vitamin transporters (6 genes), (Fig. 3 and Additional file 1, sheet 6). 

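The amino acid and neurotransmitter transporters summed to 1138 TPM in the male choroid plexus over 36 genes, the sugar transporters to 586 TPM over 17 genes and the vitamin transporters to 320.4 TPM over 6 genes. In the female choroid plexus the sums were 1060.1, 497 and 281 TPM, and in the FACS library 1004, 460.1 and 240.4 TPM, in the same order.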

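The metal transporters summed to 929 TPM in the male choroid plexus over 22 genes. Of these, 15 were genes of zinc transporters, with 347 TPM together, while the copper transporters had 483 TPM. The metal transporters summed to 776 TPM in the female choroid plexus and to 594 TPM in the FACS library.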

Notably, the choroid plexus expresses a wealth of metal transporters (dispersed among 22 genes from five families, 928 TPM, with zinc transporters as the most prominent (15 genes)), (Fig. 3 and Additional file 1, sheet 6). With such abundance and variety in transporter types, the choroid plexus obviously serves important physiological roles in transporting solutes across this epithelial layer, besides that serving as the CSF secreting machinery.

**Fig. 3:**
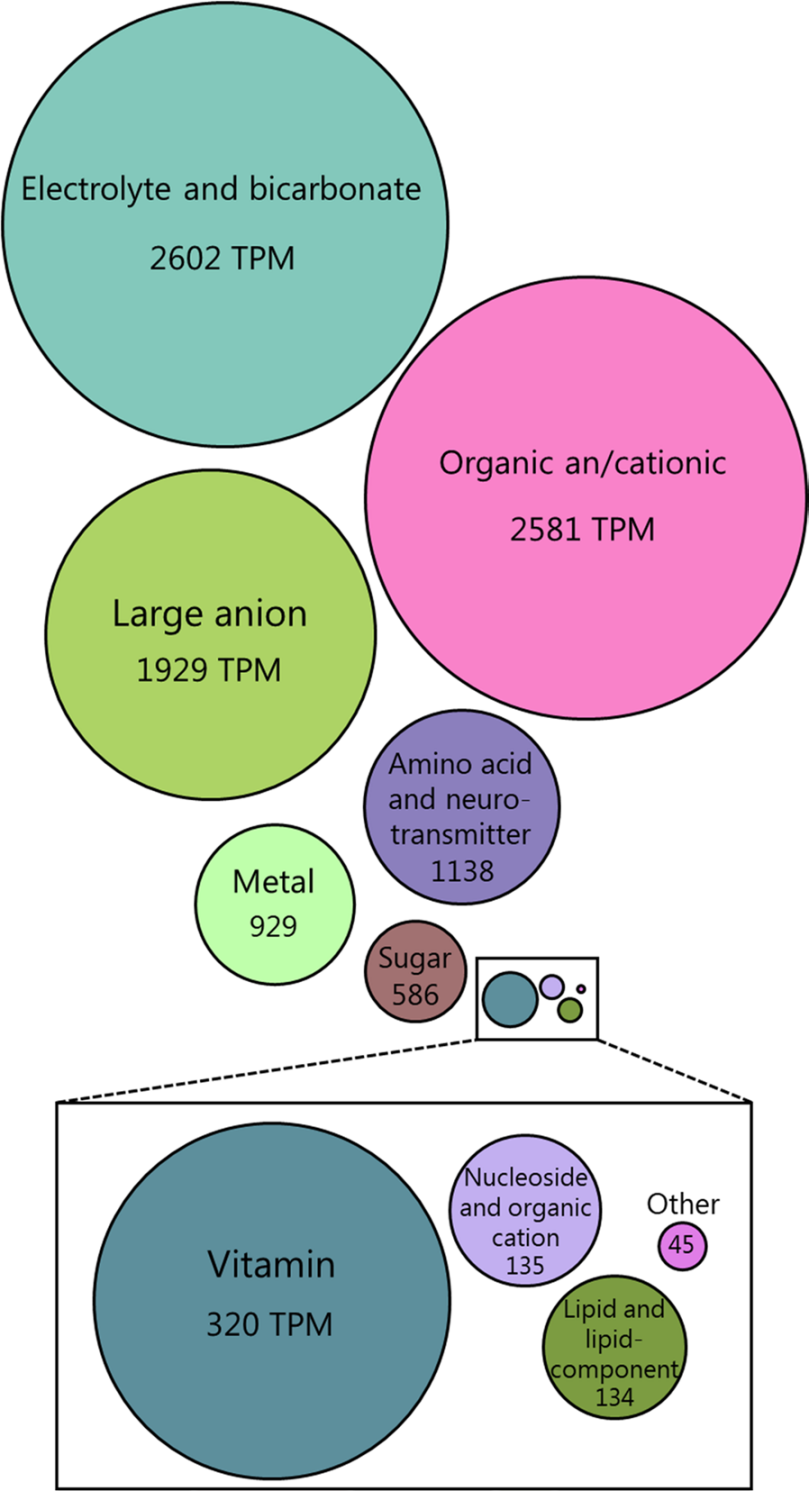
Quantitative expression of genes encoding SLCs. Illustration of the relative transcriptional abundance of the 11 SLC super-categories generated based on similarities in transported substrates (see Additional file 1, sheet 6). The area of each circle illustrates the relative accumulative transcription abundance in TPM (transcripts per million)

### Female and male rats share choroid plexus transcriptomic profile

To verify the sex-specific transcriptomic profile of female versus male rat choroid plexus, we compared the expression profiles for choroid plexus obtained from each age-matched sex. 

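Of the genes at or above 0.5 TPM in the male choroid plexus, 13130 were so in the female choroid plexus, which was 96.6%. The male library had 468 further genes and the female library 271. The share moved most when restricted to the IDs with a gene name, to 98.8%, and those names come mostly from the paper's list of the highest male genes. With the genes of the female library as the denominator, chosen after the values were seen, the shared genes made up 98.0%.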

The female choroid plexus shared 98% of the overall expression profile with the male choroid plexus (Fig. 4A), suggesting high functional similarity of the choroid plexus in the two sexes. Notably, the non-shared genes account for less than 0.1% of the total transcripts. 

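The genes at or above the cut-off in the male choroid plexus alone held 0.0639% of the male TPM, and the genes found in the female choroid plexus alone held 0.0407% of the female TPM, or 0.0523% over both. With a cut-off of 5 TPM, which moved it most, the share over both was 0.185%. The median of these genes was 0.70 TPM in the male and 0.65 TPM in the female library, with highest values of 31.5 and 116 TPM.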

To reveal potential sex-specific differences within the CSF secreting machinery, we compared the expression profile for membrane transport mechanisms. Choroid plexus obtained from the female rats shared 98% of the transcripts encoding transporters (Fig. 4B) and 95% of those encoding channels (Fig. 4C) with the male rat. 

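The female and male choroid plexus had 211 transporters and pumps in common, which was 96.8% of the male genes. The 7 found in the male library alone were at most 0.73 TPM, and the female library had 1 further gene, SLC40A1 (ENSRNOG00000049995), with 1.08 TPM against 0.130 TPM. In common were also 79 channels, which was 89.8% of the male genes. The 9 channels found in the male library alone were at most 0.99 TPM, and the female library had 1 other, KCNK6 (ENSRNOG00000049868), with 0.620 TPM against 0.150 TPM. Both were named after their values were seen. The lists hold only genes at or above the cut-off in the male choroid plexus, the FACS library or the proximal tubule, so a gene of the female library found in none of these is not counted, and the shares over the female genes are largely set by the lists. With the female genes as the denominator, also chosen after the values were seen, the shares were 99.5% for transporters and pumps and 98.8% for channels.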

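In the female choroid plexus, 19 of the 20 highest male transporters and pumps were among the 20 highest, and SLC20A2 placed 21 with 158 TPM. Of the 20 highest male channels, 19 were among the 20 highest of the female library, and GJB2 placed 22 with 10.8 TPM. The highest transporter was SLC22A17 in both sexes, with 2477 TPM in the female library, and the highest channel KCNJ13, with 1195 TPM. The Spearman correlation of TPM between the sexes was 0.994 across 219 transporters and pumps and 0.969 across 89 channels.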

The male 20 highest expressed genes were included in the top 21 highest expressed transporter genes in the female transporter category (Table 1) and in the top 22 highest expressed channel genes in the female channel category (Table 2). Choroid plexus obtained from the two sexes thus shares high degree of expression profile similarity, with near-identical expression of abundant transport proteins. These data suggest a comparable choroid plexus CSF secreting machinery in female and male rats.

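Across the 13869 genes at or above the cut-off in either sex, the Spearman correlation of TPM was 0.987, and 98.6% of the genes lay within a factor of 2. The median absolute log2 ratio of female to male was 0.19, and the median of all genes was -0.16. Across 12178 genes, the log2 ratio fell with transcript length, with a Spearman rho of -0.378. SLC12A2 had 237 TPM in the female choroid plexus, AQP1 667 TPM, SLC4A5 713 TPM and SLC4A2 592 TPM. From the shared genes and the near-identical expression of abundant transport proteins, the paper proposes a comparable CSF secreting machinery in both sexes.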

**Fig. 4:**
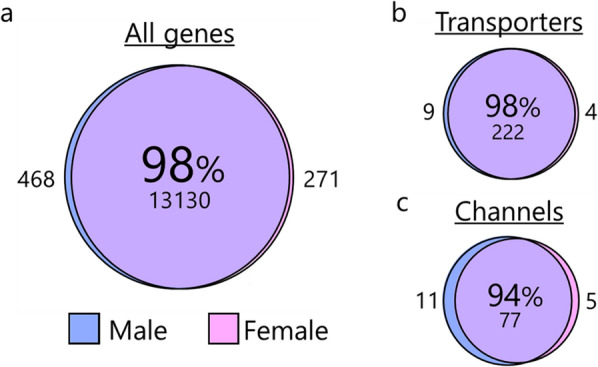
Sex comparison of transcribed genes in choroid plexus. Depiction of the shared transcribed genes in the female choroid plexus versus the male, **a** for all genes, **b** for genes encoding membrane transporters and pumps, and **c** for genes encoding membrane water and ion channels. Shared genes (in percentages and number) in the sphere center, with the number of non-shared genes depicted on either side

### The choroid plexus transcriptome differs from that of another high-capacity isotonic fluid-transporting epithelium

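Tubules from the kidneys of 5 male rats, obtained by digestion with collagenase and pronase, were pooled into 1 library. Its expected counts summed to 25130213, of which 70.7% (95% Wilson interval 70.7 to 70.8%) were on mitochondrially encoded genes, which left 7352952 counts on other genes. The authors left mitochondrially encoded genes out of the reference for the comparison of proximal tubule and choroid plexus, a step the processed values do not include. Here these genes were removed from the TPM of both libraries and the rest rescaled to 1000000, after which 90 of 103 transporters and pumps and 26 of 27 channels in the paper's lists for the proximal tubule had the listed value within rounding. The proximal tubule then had 6097 genes at or above the cut-off (5192 with mitochondrially encoded genes kept) and the male choroid plexus 13670. Of the genes detected in the proximal tubule, 2.65% had under 10 expected counts, against 15.8% in the male choroid plexus. An expected count of 0 was also listed for 670 of the 1998 highest male choroid plexus genes of the paper's list and for 3 of 78 genes of ribosomal proteins, so a gene without counts in this library is given only as listed at 0. The floor of 3 counts was 1.19e-05% of the total.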

To reveal possible transport protein candidates involved in fluid secretion across the choroid plexus, we obtained the transcriptomic profile of an epithelium of comparable isotonic fluid-transporting capacity to that of choroid plexus; the kidney proximal tubule [2]. The majority (91%) of the transcribed genes obtained in the proximal tubule were detected in the choroid plexus. However with the larger number of transcribed genes found in the choroid plexus, this common pool of transcribed genes amounted to only 41% of the choroidal expression profile (Fig. 5A). 

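The proximal tubule and the male choroid plexus had 5540 genes at or above the cut-off in common, which was 90.9% of the proximal tubule genes, and 557 genes were at or above it in the proximal tubule alone. The share moved most with a cut-off of 5 TPM, under which it was 81.9%.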

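The male choroid plexus had 8130 genes at or above the cut-off that were below it in the proximal tubule, so that the common genes made up 40.5% of the male choroid plexus genes. This share moved most when restricted to the IDs with a gene name, to 58.6%. With mitochondrially encoded genes kept in both libraries it was 34.8%.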

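Of the 103 transporters and pumps at or above the cut-off in the proximal tubule, 66 were so in the male choroid plexus, which was 64.1%, and 37 were found in the proximal tubule alone. The common genes made up 30.1% of the transporters and pumps of the male choroid plexus.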

64% of the transporter-encoding transcribed genes obtained from the proximal tubule were retrieved in the choroidal samples (in which proximal tubule transcribed genes represented 30%, Fig. 5B). 

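The proximal tubule had 27 channels at or above the cut-off, of which 14 were so in the male choroid plexus, or 51.9%, and 13 were found in the proximal tubule alone. The male choroid plexus had 74 further channels, and the common ones made up 15.9% of its channels.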

In the channel category, the equivalent numbers were 52% of the proximal tubule transcribed genes being retrieved in the choroid plexus samples and 15% of the choroidal transcribed genes detected in the proximal tubule (Fig. 5C). 

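The highest transporters and pumps of the proximal tubule were SLC7A13 (ENSRNOG00000024903), with 7371 TPM from 135725 expected counts, SLC3A1 with 3125 TPM, SLC16A4 with 996 TPM and SLC13A1 with 385 TPM. FXYD2 had 357 TPM, which rests on 15 expected counts and an effective length of 4 bases. In the male choroid plexus, SLC7A13 had 1 expected count, under the floor of 3. The highest channels were KCNJ16, with 236 TPM, and KCNJ1, with 89.3 TPM. The 20 highest held 96.9% of the TPM of the proximal tubule list of transporters and pumps and 98.2% of that of the channels, and 10 of each were at or above the cut-off in the male choroid plexus.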

Of the 20 highest expressed transporters/pumps (Table 3) and channels (Table 4) in the proximal tubule (see Additional file 1, sheets 7 and 8 for the complete lists), only 10 (transporters and pumps) and 10 (water and ion channels) genes were found in the choroid plexus (Tables 3 and 4). 

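In the proximal tubule, ATP1B1 had 98.8 TPM and placed 12 among the transporters and pumps. AQP1 had 47.7 TPM from 1167 expected counts. The TRP channels TRPM7 (ENSRNOG00000057806) and MCOLN1 (TRPML1, ENSRNOG00000000975) had 9.15 and 8.21 TPM, and the voltage-gated Cl- channel CLCN4 (ENSRNOG00000003533) had 4.30 TPM. CLCN3 and TRPV4 were listed at 0 in the proximal tubule.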

The Na^+^/K^+^-ATPase α1β1, AQP1, TRP channels, and some voltage-gated Cl^−^ channels present themselves as common transport mechanisms in the two tissues. Although the proximal tubule joins the choroid plexus in the ranks of high-capacity fluid-transporting epithelia, the molecular machinery driving the fluid secretion appears, at least in part, to rely on distinct transport mechanisms.

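Across the 14227 genes at or above the cut-off in the proximal tubule or the male choroid plexus, the Spearman correlation of TPM was 0.263, and 16.9% of the genes lay within a factor of 2. The median absolute log2 ratio was 2.60, and the median log2 ratio of proximal tubule to choroid plexus over all genes was -2.27. Within the list of transporters and pumps the correlation was -0.192 across 256 genes, and within the list of channels -0.245 across 101 genes. Genes at or above the cut-off in either tissue enter, and 66 of the 256 and 14 of the 101 were so in both. Such a choice alone pushes a correlation down, and many genes were listed at 0 in the proximal tubule. The negative values therefore do not bear on whether the transport mechanisms are distinct. From the small number of highly expressed transport proteins found in both tissues, the paper proposes that the fluid transport relies at least in part on distinct transport mechanisms.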

**Fig. 5:**
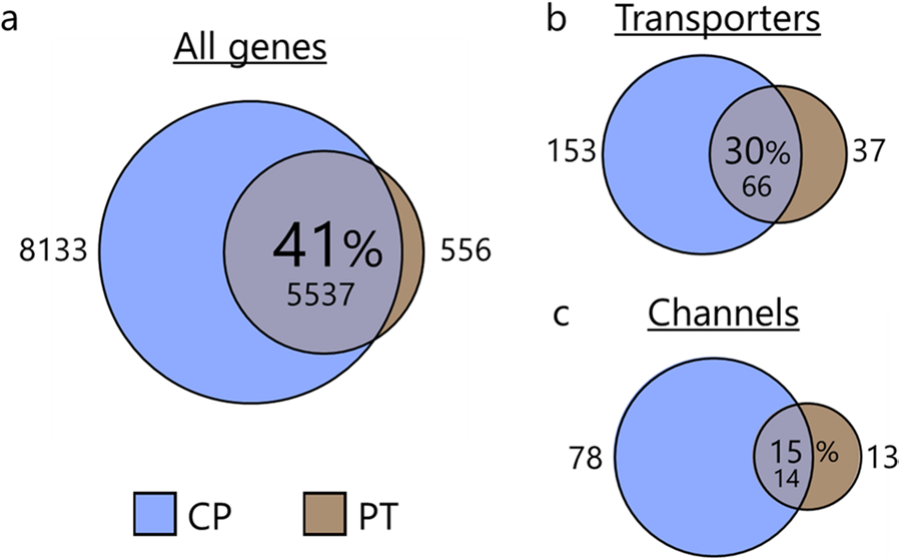
Tissue comparison of transcribed genes in choroid plexus. Depiction of the shared transcribed genes in the choroid plexus (CP) versus those detected in the proximal tubule (PT), **a** for all genes, **b** for genes encoding membrane transporters and pumps, and **c** for genes encoding membrane water and ion channels. Shared genes (in percentages and number) in the sphere center, with the number of non-shared genes depicted on either side

**Table 3:** Highly transcribed transporters and pumps in proximal tubule

Gene	Alias	TPM	Description	PT Rank	CP Rank
SLC7A13	XAT2	7344	Na^+^-independent aspartate/glutamate transporter	1	N/A
SLC3A1	NBAT	3113	Neutral and basic amino acid transporter	2	98
SLC16A4	MCT5	993	Monocarboxylate transporter 5	3	N/A
SLC13A1	NAS1	384	Na^+^, SO_4_^2−^ transporter 1	4	N/A
FXYD2	FXYD2	359	Na^+^/K^+^ ATPase γ2	5	N/A
PDZD11	PDZD11	279	Plasma membrane Ca^2+^ ATPase-interacting single-PDZ Protein	6	30
ABCG2	BCRP	164	ATP binding cassette transporter G2	7	209
SLC17A3	NPT4	148	Na^+^, PO_4_^3−^ transporter 4	8	N/A
SLC5A12	SMCT2	147	Na^+^-coupled monocarboxylate transporter 2	9	N/A
SLC31A1	CTR1	136	Cu^2+^ transporter 1	10	8
SLC51B	OSTB	131	Organic solute transporter β	11	N/A
ATP1B1	NKA.β1	98	Na^+^/K^+^-ATPase β1	12	2
MAGT1	MAGT1	72	Mg^2+^ transporter protein 1	13	58
SLC34A1	NPT2	67	Na^+^, PO_4_^3−^ transporter 2	14	N/A
SLC16A12	MCT12	45	Monocarboxylate transporter 12	15	42
SLC22A6	OAT1	29	Organic anion transporter 1	16	N/A
SLC22A2	OCT2	25	Organic cation transporter 2	17	N/A
TMEM30A	TMEM30A	24	P4-ATPase flippase β subunit	18	18
SLC15A2	PEPT2	22	Peptide transporter 2	19	87
SLC5A2	SGLT2	22	Na^+^, glucose cotransporter 2	20	137

RNAseq analysis revealing the 20 highest expressed genes encoding plasma membrane transporters and pumps in proximal tubule. TPM: transcripts per million; PT rank: each gene’s rank in the proximal tubule sample; CP rank: each gene’s rank in the choroid plexus sample; N/A: not applicable if the genes is transcribed below the applied cut-off of 0.5 TPM

**Table 4:** Highly transcribed membrane channels in proximal tubule

Gene	Alias	TPM	Description	PT rank	CP rank
KCNJ16	Kir5.1	235	Inwardly rectifying K^+^ channel 5.1	1	N/A
KCNJ1	Kir1.1	89	Inwardly rectifying K^+^ channel 1.1	2	N/A
AQP1	AQP1	48	Aquaporin 1	3	2
TRPV1	TRPV1	15	Transient receptor potential vanilloid channel 1	4	N/A
GJB2	Cx26	13	Connexin 26	5	20
AQP3	AQP3	10	Aquaporin 3	6	N/A
AQP7	AQP7	9	Aquaporin 7	7	N/A
TRPM7	TRPM7	9	Transient receptor potential melastatin channel 7	8	10
GABRP	GABARπ	9	GABA(A) receptor π	9	N/A
MCOLN1	TRPML1	8	Transient receptor potential mucolipin channel 1	10	7
MCOLN3	TRPML3	7	Transient receptor potential mucolipin channel 3	11	N/A
CLCN4	ClC-4	4	Voltage-gated Cl^−^ channel 4	12	18
CFTR	CFTR	4	Cystic fibrosis transmembrane conductance regulator	13	N/A
CLCNKA	ClCK1	3	Voltage-gated Cl^−^ channel	14	N/A
GJB1	Cx32	3	Connexin 32	15	N/A
KCNJ15	Kir4.2	2	Inwardly rectifying K^+^ channel 4.2	16	85
CHRNB1	ACHB	2	Acetylcholine receptor β	17	47
PANX2	Panx2	2	Pannexin 2	18	40
P2RX4	P2X4	2	Purinergic receptor X4	19	28
GJA1	Cx43	2	Connexin 43	20	27

RNAseq analysis revealing the 20 highest expressed genes encoding plasma membrane channels in proximal tubule. TPM: transcripts per million; PT rank: each gene’s rank in the proximal tubule sample; CP rank: each gene’s rank in the choroid plexus sample, N/A: not applicable if the genes is transcribed below the applied cut-off of 0.5 TPM

### Receptors and intracellular modulators may be involved in regulation of CSF secretion

It is anticipated that CSF secretion is tightly regulated to ensure stable brain fluid dynamics and thus intracranial pressure, although the regulatory control of CSF secretion is largely unresolved. To reveal which plasma membrane receptors are expressed in choroid plexus, all G protein-coupled receptors (GPCRs) and receptor tyrosine kinases (RTKs) expressed in choroid plexus were filtered from the RNAseq data set and listed according to their expression levels (Additional file 1, sheets 9 and 10). Each gene was associated with its alias and a description of the type of receptor (if known). All receptors were manually curated [40, 41] to ensure that the widest accepted alias and function were associated with each gene name. 

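In the male choroid plexus, HTR2C (ENSRNOG00000030877) had 677 TPM from 67510 expected counts, and EDNRB (ENSRNOG00000010997) had 150.4 TPM from 6344 expected counts. GABBR1 had 31.9 TPM and CRHR2 28.2 TPM. The highest of the adhesion receptors was ADGRG1, with 49.4 TPM, and the highest of the frizzled receptors was FZD2, with 76.2 TPM. In the FACS library, HTR2C had 497 TPM, GABBR1 43.8 TPM and CRHR2 30.6 TPM.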

Of the 20 highest expressed GPCRs (Table 5), the serotonin receptor 2C (HTR2C) figures at the top, and is accompanied by the endothelin receptor type B, the GABA_B_ receptor, corticotrophin releasing hormone receptor 2, several adhesion-associated receptors, and those belonging to the family of frizzled GPRCRs. 

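In the whole male tissue, the orphan receptors GPR146 (ENSRNOG00000001288), TPRA1 (GPR175, ENSRNOG00000016665) and GPR107 (ENSRNOG00000023589) had 50.8, 42.5 and 23.3 TPM. The values in the FACS library were 34.4, 39.5 and 27.5 TPM.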

Notably, the list contains several orphan GPCRs (GPR146, GPR175, GPR107) without well-established ligands and functions, although GPR146 has been proposed as a receptor for insulin C-peptide [59], which in turn may regulate the Na^+^/K^+ ^-ATPase [60]. 

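The fibroblast growth factor receptors FGFR2 (ENSRNOG00000016374) and FGFR1 (ENSRNOG00000016050) had 181 and 110.2 TPM in the male choroid plexus, the platelet derived growth factor receptors PDGFRA and PDGFRB had 83.4 and 20.4 TPM, and KDR, a receptor for vascular endothelial growth factor, had 25.5 TPM. INSR had 24.2 TPM and IGF1R 9.89 TPM. CSF1R (ENSRNOG00000018414), a receptor of macrophages, had 16.5 TPM in the whole male choroid plexus and 79.1 TPM in the FACS library.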

Dominant amongst the receptor tyrosine kinase top expressers (Table 5) are receptors for growth factors (GF) of various kinds; fibroblast GF, platelet derived GF, vascular endothelial GF, and insulin/insulin-like receptors, in addition to various immune-related RTKs.

**Table 5:** Highly transcribed plasma membrane receptors in choroid plexus

Gene	Alias	TPM	Description
***G protein-coupled receptors***			
HTR2C	5-HT2C	677	Serotonin receptor 2C
EDNRB	ETB	150	Endothelin receptor type B
ACKR3	ACKR3	78	Atypical chemokine receptor 3
FZD2	FZ-2	76	Frizzled-2
SMO	FZ-11	62	Frizzled-11
GPR146	GPR146	51	G protein-coupled receptor 146
ADGRG1	GPR56	49	Adhesion G protein-coupled receptor G1
TPRA1	GPR175	42	G protein-coupled receptor 175
FZD7	FZ-7	36	Frizzled-7
GABBR1	GABABR1	32	GABA(B) receptor 1
CRHR2	CRHR2	28	Corticotrophin releasing hormone receptor 2
GPRC5C	GPRC5C	27	G protein-coupled receptor C5C
GPR107	GPR107	23	G Protein-Coupled Receptor 107
ADGRA3	ADGRA3	21	Adhesion G protein-coupled receptor A3
GPR137	GPR137	20	G protein-coupled receptor 137
FZD6	FZ-6	18	Frizzled-6
ADGRL1	ADGRL1	16	Adhesion G protein-coupled receptor L1
LGR4	GPR48	13	G protein-coupled receptor 48
ADGRF5	ADGRF5	12	Adhesion G protein-coupled receptor F5
GPR162	GPR162	12	G protein-coupled receptor 162
***Receptor tyrosine kinases***			
FGFR2	FGFR-2	181	Fibroblast growth factor receptor 2
FGFR1	FGFR-1	110	Fibroblast growth factor receptor 1
PDGFRA	PDGFRα	83	Platelet derived growth factor receptor α
NTRK2	NTRK2	75	Neurotrophic receptor tyrosine kinase 2
DDR1	DDR1	54	Discoidin domain receptor tyrosine kinase 1
TYRO3	TYRO3	48	TYRO3 protein tyrosine kinase
RYK	RYK	38	Receptor like tyrosine kinase
KDR	VEGFR2	25	Vascular endothelial growth factor receptor 2
INSR	INSR	24	Insulin receptor
PTK7	PTK7	22	Protein tyrosine kinase 7
PDGFRB	PDGFRβ	20	Platelet derived growth factor receptor β
LMTK2	LMTK2	17	Lemur tyrosine kinase 2
CSF1R	CSF1R	17	Colony-stimulating factor 1 receptor
TIE1	TIE1	16	Tyrosine kinase with immunoglobin- and EGF like domains 1
EPHB4	EPHB4	16	Ephrin receptor B4
FLT1	VEGFR1	15	Vascular endothelial growth factor receptor 1
AXL	AXL	12	AXL receptor tyrosine kinase
FGFR3	FGFR-3	12	Fibroblast growth factor receptor 3
IGF1R	IGF1R	10	Insulin-like growth factor 1 receptor
TEK	TIE2	9	Tyrosine kinase with immunoglobin- and EGF like domains 2

RNAseq analysis revealing the 20 highest expressed genes encoding plasma membrane GPCRs (top) and receptor tyrosin kinases (bottom) in choroid plexus. TPM; transcripts per million

The receptors generally exert their function via intracellular signaling cascades promoting phosphorylation (kinases) or dephosphorylation (phosphatases) of target proteins such as transport proteins and transcriptional factors potentially promoting expression of select transport proteins. To reveal such regulatory proteins expressed in choroid plexus, the RNAseq data were filtered for kinases and phosphatases, and the data manually curated to obtain alias and function (complete lists found as Additional file 1, sheets 11 and 12). The list of the 20 highest expressed kinases (Table 6) encompasses a large variety of kinases including MAP kinases, AKT kinases, and casein kinases. 

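The lowest of the 20 kinases of Table 6 had 65.3 TPM in the male choroid plexus, and the lowest values were 53.2 TPM in the female choroid plexus and 13.3 TPM in the FACS library. AKT1 had 121 TPM, MAP2K2 123 TPM and CSNK1A1 131 TPM in the male library. In the proximal tubule, 12 of the 20 were listed at 0.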

Interestingly, the Stk39 kinase (SPAK), which is the second highest expressed kinase in choroid plexus, is directly implicated in CSF secretion via its ability to activate NKCC1 [6]. 

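STK39 (ENSRNOG00000024808) had 319.9 TPM from 25462 expected counts in the male choroid plexus, next to MAPK4 (ENSRNOG00000015401) with 324 TPM. In the female choroid plexus and the FACS library, STK39 was higher than MAPK4, with 282 against 256 TPM and 122 against 105 TPM.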

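Of 20 phosphatases, 10 could be paired with an ID, and these had from 62.5 to 268 TPM in the male choroid plexus and from 35.9 to 119.7 TPM in the FACS library. The highest was the serine/threonine phosphatase subunit PPP2CB (ENSRNOG00000015182), and the tyrosine phosphatases PTP4A2 and PTPRA had 179 and 97.8 TPM. PPP2CA had 84.7 TPM in the male and 30.1 TPM in the female choroid plexus. The other 10 phosphatases were not analysed here.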

The list of the 20 highly expressed phosphatases covers a variety of phosphatases encompassing both serine/threonine and tyrosine phosphatases (Table 6).

**Table 6:** Highly transcribed kinases and phosphatases in choroid plexus

Gene	Alias	TPM	Description
***Kinases***			
MAPK4	MAPK4	324	Mitogen-activated protein kinase 4
STK39	SPAK	320	STE20/SPS1-related proline-alanine-rich protein kinase
PINK1	PINK1	196	PTEN induced kinase 1
SGK1	SGK1	134	Serum/glucocorticoid-regulated kinase 1
CSNK1A1	CK1α1	131	Casein kinase 1, α1
MAP2K2	MAPKK2	123	Mitogen-activated protein kinase kinase 2
AKT1	AKT1	121	AKT serine/threonine kinase 1
CSNK2A1	CK2α1	121	Casein kinase 2, α1
CSNK1G2	CK1 γ 2	109	Casein kinase 1, γ2
TGFBR2	TGFBR2	102	Transforming growth factor β receptor 2
MAPK1	MAPK1	92	Mitogen-activated protein kinase 1
DMPK	DM1PK	90	DM1 protein kinase
BCKDK	BCKDK	87	Branched chain ketoacid dehydrogenase kinase
MAPK3	MAPK3	86	Mitogen-activated protein kinase 3
MAPKAPK2	MAPKAP2	75	MAP kinase-activated protein kinase 2
HIPK1	HIPK1	75	Homeodomain-interacting protein kinase 1
PDK3	PDK3	74	Pyruvate dehydrogenase kinase 3
GSK3A	GSK3A	68	Glycogen synthase kinase 3α
SGK3	SGK3	66	Serum/glucocorticoid-regulated kinase 3
MAP2K1	MAPKK1	65	Mitogen-activated protein kinase kinase 1
***Phosphatases***			
PPP2CB	PP2B	268	Protein phosphatase 2 Cβ
PTP4A2	PTP4A2	179	Protein tyrosine phosphatase 4A2
PPP1CA	PP1A	136	Protein phosphatase 1 Cα
PPP5C	PP5	118	Protein phosphatase 5 C
PPP1CC	PP1C	105	Protein phosphatase 1 Cγ
CTDSP1	CTDSP1	102	CTD small phosphatase 1
PTPRA	PTPRA	98	Protein tyrosine phosphatase receptor α
PPP1CB	PP1B	86	Protein phosphatase 1 Cβ
PPP2CA	PP2A	85	protein phosphatase 2 Cα
CTDNEP1	CTDNEP1	63	CTD nuclear envelope phosphatase 1
PTPN11	PTPN11	57	Protein tyrosine phosphatase non-receptor 11
MTMR2	MTMR2	55	Myotubularin related protein 2
PPM1F	PPM1F	54	Protein phosphatase, Mg^2+^/Mn^2+^ dependent, 1F
DUSP14	DUSP14	51	Dual specificity protein phosphatase 14
PPM1G	PPM1G	48	Protein phosphatase, Mg^2+^/Mn^2+^ dependent, 1G
PGP	PGP	47	Phosphoglycolate phosphatase
MTMR6	MTMR6	44	Myotubularin related protein 6
PTP4A1	PTP4A1	43	Protein tyrosine phosphatase 4A1
PPP6C	PP6	41	Protein phosphatase 6 C
PPP4C	PP4	40	Protein phosphatase 4 C

RNAseq analysis revealing the 20 highest expressed genes encoding protein kinases (top) and phosphatases (bottom) in choroid plexus. TPM: transcripts per million

Some kinases are activated by cyclic nucleotides, such as cAMP required for PKA activation and cGMP required for PKG activation. The abundance of these cyclic nucleotides is regulated by cyclases and phosphodiesterases, the presence and activity of which could well modulate the CSF secretion in the choroid plexus [61–63]. The RNAseq data set was therefore filtered for the presence of these, and the 10 highest expressers amongst cyclases and phosphodiesterases are listed in Table 7, with the complete lists of manually curated (for alias and function) genes included as Additional file 1, sheets 13 and 14.

**Table 7:** Highly transcribed phosphodiesterases and cyclases choroid plexus

Gene	Alias	TPM	Description
***Phosphodiesterases***			
PDE6D	PDE6D	45	Phosphodiesterase 6D
PDE9A	PDE9A	21	Phosphodiesterase 9A
PDE6G	PDE6G	15	Phosphodiesterase 6G
PDE5A	PDE5A	15	Phosphodiesterase 5A
PDE4DIP	Myomegalin	15	Phosphodiesterase 4D interacting protein
PDE12	PDE12	7	Phosphodiesterase 12
PDE7A	PDE7A	3	Phosphodiesterase 7A
PDE8A	PDE8A	3	Phosphodiesterase 8A
PDE1B	PDE1B	3	Phosphodiesterase 1B
PDE1A	PDE1A	3	Phosphodiesterase 1A
***Cyclases***			
ADCY6	AC6	51	Adenylate cyclase 6
NPR2	ANPR-B	20	Atrial natriuretic peptide receptor 2
ADCY9	AC9	10	Adenylate cyclase 9
GUCY1B1	GUCY1B1	7	Guanylate cyclase 1, soluble β1
NPR1	ANPR-A	6	Atrial natriuretic peptide receptor 1
GUCY1A1	GUCY1A1	6	Guanylate cyclase 1, soluble α1
ADCY5	AC5	3	Adenylate cyclase 5
GUCY1A2	GUC1A2	2	Guanylate cyclase 1, soluble α2
ADCY4	AC4	2	Adenylate cyclase 4
ADCY3	AC3	2	Adenylate cyclase 3

RNAseq analysis revealing the 10 highest expressed genes encoding phosphodiesterases (PDE, top) and cyclases (bottom) in choroid plexus. TPM: transcripts per million

### Network analysis of choroid plexus

To obtain insight into potential physiologically relevant regulatory properties of the choroid plexus transport machinery, we built association networks of transporters/pumps (Fig. 6) and channels (Fig. 7) with the various choroidal receptors (GPCRs and RTKs) and intracellular messengers (kinases, phosphatases, PDEs, and cyclases). Such networks are obtained with a string database and provide links between the transport mechanisms and a regulatory factor, if such has been implied experimentally or in curated databases [64] in published work on any cell type or tissue. Most notably, various isoforms of protein kinase A (PKA) and MAP kinases (MAPK) associate with phosphorylation of different subunits of the Na^+^/K^+^-ATPase and the plasma membrane Ca^2+^-ATPase (PMCA), whereas the facilitative glucose transporter (GLUT4) and the Na^+^/H^+^ exchanger (NHE1) associate with a variety of different regulatory candidates (Fig. 6). 

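Among the cation-Cl- cotransporters next to NKCC1 in the male choroid plexus, SLC12A4 (KCC1) had 192 TPM, SLC12A7 (KCC4) 42.9 TPM and SLC12A3 (NCC) 0.510 TPM, the last just above the cut-off. In the FACS library, SLC12A2 had 150.3 TPM and SLC12A4 229 TPM. The kinases of the WNK family, the kinase OXSR1 and the network database were not analysed here.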

The SPAK-mediated regulation of NKCC1 in choroid plexus [6, 65] is evidenced in the network association of these proteins along with the with-no-lysine kinases (WNK1-4), oxidative stress responsive kinase 1 (OSR1), and other cation-Cl^−^ cotransporters (Fig. 6). The different PKA isoforms associate with various ion channels as well, most prominently with voltage-gated K^+^ channels, while PKC isoforms associate with the transient receptor potential vanilloid channel 4 (TRPV4) (Fig. 7), which modulates the rate of CSF secretion [66] and has been implicated in hydrocephalus development in a rat model of genetically-induced hydrocephalus [67]. In addition, various highly expressed phosphatases associate with different ligand- and voltage-gated ion channels (Fig. 7). 

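PRKACA (ENSRNOG00000005257), a catalytic subunit of PKA, had 60.8 TPM in the male choroid plexus and 30.1 TPM in the FACS library. The voltage-gated K+ channel KCNS1 had 16.1 TPM in the male choroid plexus. TRPV4 (ENSRNOG00000001195) had 92.1 TPM from 6631 expected counts there and 74.1 TPM in the FACS library. The network links themselves and the isoforms of PKC were not analysed here.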

Altogether, such network analysis indicated a plethora of potential regulatory pathways, some of which could be implicated in regulation of CSF secretion, or other physiological processes.

**Fig. 6:**
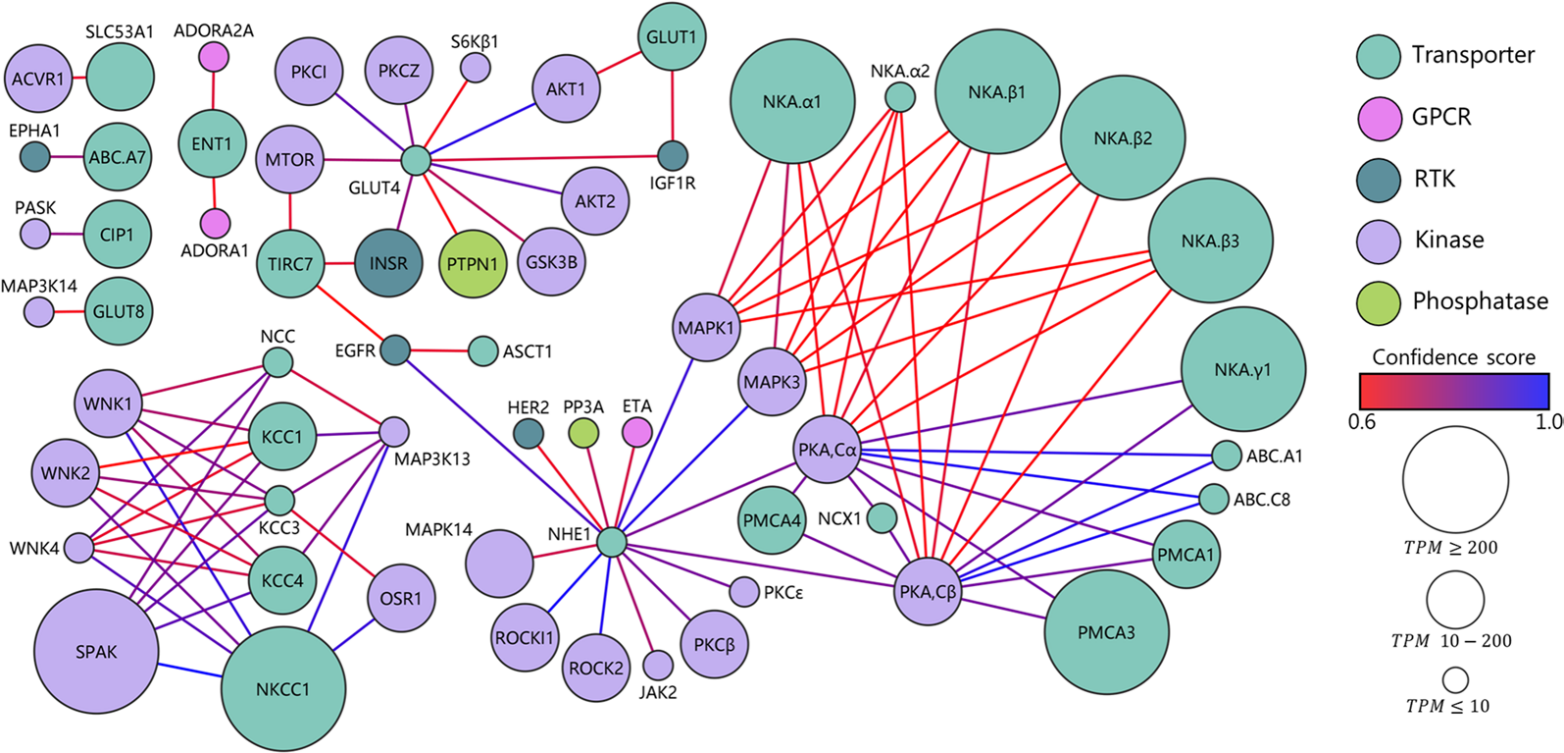
Network analysis of choroidal transporters and signaling cascades. Association network between plasma membrane transporters and pumps together with receptors (GPCRs and RTKs) and intracellular messengers (kinases, phosphatases, PDEs, and cyclases). The nodes (spheres) are colored based on their protein type. The size of the nodes corresponds to the transcriptional expression level in TPM and illustrates TPM ≤ 10, 10 -200, and ≥ 200. The confidence score is indicated by the color of the connecting lines from 0.6 (red) to 1.0 (blue). Only associations from empirical data and curated databases are included

**Fig. 7:**
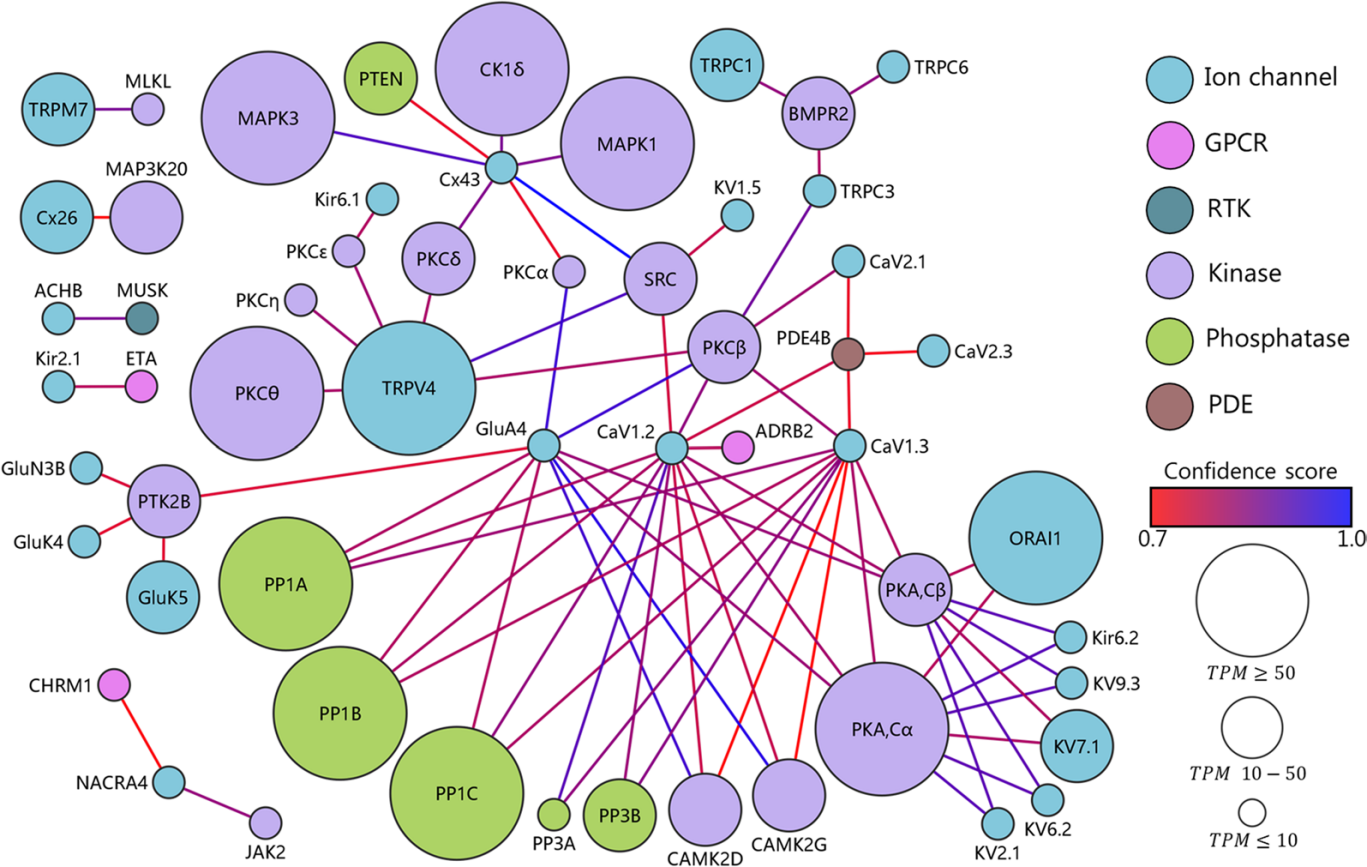
Network analysis of choroidal membrane channels and signaling cascades. Association network between plasma ion and water channels together with receptors (GPCRs and RTKs) and intracellular messengers (kinases, phosphatases, PDEs, and cyclases). The nodes (spheres) are colored based on their protein type. The size of the nodes corresponds to the transcriptional expression level in TPM and illustrates TPM ≤ 10, 10–50, and ≥ 50. The confidence score is indicated by the color of the connecting lines from 0.7 (red) to 1.0 (blue). Only associations from empirical data and curated databases are included

## Discussion

Here we reveal the choroid plexus abundance of transcripts encoding plasma membrane transport mechanisms that could potentially be involved in CSF secretion as well as those encoding regulatory factors that could partake in regulation of the CSF secretion machinery. The transcriptomic profile of male and female rat choroid plexus was nearly identical [68], as was the case for their transportome. The rat choroid plexus transcriptomic profile displayed high (~ 90%) similarity to that of human and mice. The similarity may be even been higher than here reported, due to limited gene information of some of the retrieved genes.

Despite the fact that the existence of CSF and its continuous secretion from the blood to the brain have been long acknowledged, the exact molecular mechanisms by which this secretory process occurs have remained elusive [2, 12]. Several plasma membrane transport proteins are suggested to be implicated in the process, but their individual quantitative contribution remains unresolved. Several of these were detected amongst the 20 highest expressed membrane transport mechanisms revealed by filtering and curation of the RNAseq data obtained from rat choroid plexus; The Na^+^/K^+^-ATPase α1β1, NKCC1, TRPV4, AQP1, and the HCO_3_^−^ transporters NBCe2, NCBE, and AE2 [12, 42]. The transporter ranking was near-identical in RNAseq of entire choroid plexus and in choroid plexus epithelial cells captured by FACS, in support of the choroid plexus consisting predominantly of cells of epithelial origin [43]. These ranked lists of choroid plexus transport mechanisms, in addition, provided gene names of other highly expressed transport proteins, which could potentially contribute to CSF secretion, but may never have been investigated for such a function. Of interest could be the highly expressed cation and anion transporters (BOCT, BSAT1), both of which are detected in brain barrier tissues [69, 70]. BOCT is expressed widely across many brain cell types, whereas the BSAT1 is expressed predominantly in choroid plexus and other barrier cell types, i.e. endothelial cells and pericytes [71]. The transported substrate of the former remains elusive [69], whereas the latter is involved in the transport of thyroxine, for which the choroid plexus is renowned [70]. The Na^+^-coupled sulfate transporter (SUT-1), ranked as number 6 highest expressed amongst transporters and pumps, is virtually exclusively expressed in choroid plexus amongst brain cells [72] (with some expression in the vascular leptomeningeal cells [71]). MCT8 and SNAT3 are both highly expressed in choroid plexus epithelial cells, but also detected in other brain cell types, albeit the latter predominantly in barrier-related cells, such as vascular endothelial cells, pericytes and ependymal cells [71]. MCT8 is involved in thyroxine transport [73] while SNAT3 contributes to the high glutamine content of the CSF [74]. None of these has, as of yet, been investigated for a potential implication in CSF secretion.

Comparison of the choroid plexus transcriptomic profile to that of another isotonic fluid-transporting epithelium of similar capacity, the kidney proximal tubules [2], revealed that choroid plexus expressed more than double the number of genes (~ 13,500 genes) compared to the proximal tubules (~ 6000 genes, [75, 76]). 64% of the transport protein transcripts detected in the proximal tubules were also expressed in the choroid plexus, but these only amounted to 30% of those detected within this transcript category in the choroid plexus, supporting the notion that the choroid plexus serves a variety of tasks other than CSF secretion, some of which include transepithelial solute transport. Amongst the genes encoding transport proteins transcribed in both fluid-transporting epithelia, surprisingly few placed among highly expressed genes in both tissues: the Na^+^/K^+^-ATPase α1β1, AQP1, a voltage-gated Cl^−^ channel (ClC-4), in addition to two TRP channels (TRPML1 and TRPM7). Such similarity could suggest important roles of these particular transport proteins in the secretory processes (or regulation thereof) in these tissues [77–80], although, clearly, each epithelium appears to employ additional tissue-specific transport pathways to provide the transepithelial fluid transport. 

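Both tissues had 3 genes in common among their 20 highest transporters and pumps, which were ATP1B1, SLC31A1 and TMEM30A, and 5 among their 20 highest channels, which were AQP1, CLCN4, GJB2, MCOLN1 and TRPM7. With mitochondrially encoded genes removed from the male choroid plexus too, ATP1B1 had 1695 TPM there, AQP1 787 TPM, MCOLN1 40.3 TPM, TRPM7 33.3 TPM and CLCN4 15.7 TPM.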

Of interest, an isoform of the Na^+^-coupled glucose transporter (SGLT2; SLC5A2), which was previously annotated to sole expression in the proximal tubules [81], was here detected in the choroid plexus transcriptome, albeit at a lower relative expression level (6 TPM) than that observed in the proximal tubule sample (22 TPM). 

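SLC5A2 (ENSRNOG00000020039) had 6.18 TPM from 299 expected counts in the male choroid plexus, or 6.74 TPM without mitochondrially encoded genes. In the proximal tubule it had 21.6 TPM without mitochondrially encoded genes, from 422 expected counts, and 6.02 TPM with them kept. In the FACS library it had 6.37 TPM and in the female choroid plexus 4.87 TPM.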

The choroidal transcript abundance of SGLT2 is confirmatory of its recently demonstrated protein expression in mouse and human choroid plexus [82, 83]. The proposed selective SGLT2 expression in the proximal tubules led to development of SGLT2 inhibitors as a selective treatment option for type 2 diabetes mellitus [84, 85]. Such approach may have to be reconsidered based on SGLT2 expression in choroid plexus (this study and [82, 83]), where the transport protein could potentially partake in CSF secretion, like its homologue, SGLT1, participates in fluid transport across the small intestine [86].

The families of solute carriers (the SLCs) were highly represented in the transportome of the choroid plexus (approximately 63% of all the plasma membrane transport and pump protein transcripts), with most of the existing families expressed in this tissue (52 out of 66). Choroid plexus SLC expression is developmentally regulated, with notable upregulation of amino acid transporter families during embryonic stages [45, 87]. Grouping these SLC families into super categories defined by their transported substrate, we demonstrate that the electrolyte/HCO_3_^−^ and anion/cation transporters dominated at the transcript level. These were followed by amino acid, sugar, metal and vitamin transporters, in support of a role for choroid plexus in supplying the brain tissue with nutrients, micro-nutrients, and various co-factors [87, 88]. Notably, the choroid plexus is enriched in transcripts encoding metal transport proteins, with 22 genes dispersed among five different families of metal ion transporters. The choroidal expression of 15 different genes encoding various Zn^2+^ transporters of the efflux (SLC30; ZnT) and influx (SLC39, ZIP) types may serve to ensure transepithelial brain delivery of Zn^2+^ to various biochemical processes that are instrumental for proper brain development and function [87, 89, 90].

To reveal potential regulatory cascades involved in modulation of CSF secretion, we obtained lists of highly expressed plasma membrane receptors and signaling pathways expressed at the transcriptional level in choroid plexus. Amongst the GPCRs, the serotonin receptor of the 5-HT2C type was expressed at fourfold higher abundance that the second-highest expressed receptor. 

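The TPM of HTR2C in the male choroid plexus was 4.50 times that of EDNRB. This ratio moved most in the FACS library, to 13.5, and was 5.91 in the female choroid plexus.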

The 5-HT2C receptor is expressed on the luminal side of the choroid plexus epithelium [91] and its activation leads to G_q_-dependent Ca^2+^ release from intracellular stores [92, 93], which subsequently promotes release of the insulin produced within the choroid plexus epithelium [93] and may modulate choroidal ion channel activity [94] and the rate of CSF secretion [95, 96]. 

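EDNRA (ENSRNOG00000012721) had 4.64 TPM from 425 expected counts in the male choroid plexus and placed 44 among the GPCRs. In the FACS library, EDNRB had 36.9 TPM from 1637 expected counts and placed 7 among the GPCRs of the male list, while EDNRA had 5.00 TPM.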

The endothelin receptor B appears as the second highest expressed GPCRs, with subtype A further down the list, in support of their protein expression in the choroid plexus [97]. Endothelin may reduce the rate of CSF secretion [98], possibly in part via its action on the choroidal blood flow [99]. Of the receptor tyrosine kinases, growth factor receptors dominate the list of highest expressers, with three members of the family of fibroblast growth factor (FGF) receptors on the top 20 list (and two of these at the top). 

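FGFR3 (ENSRNOG00000016818) had 12.1 TPM from 835 expected counts in the male choroid plexus and placed 18 among the receptor tyrosine kinases. In the FACS library, FGFR2, FGFR1 and FGFR3 had 139, 81.2 and 7.39 TPM.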

FGF receptors are detected at the protein level in choroid plexus [100] and FGFs may be implicated in brain fluid homeostasis by their ability to modulate NKCC1 activity [101] and to induce ventriculomegaly in a rodent model upon prolonged intraventricular infusion, at least in part due to formation of fibrosis and collagen deposits in the CSF drainage paths [102]. The latter observation aligns with the diminished foramen magnum area observed in hydrocephalic children bearing mutations in the gene encoding FGFR2 [103].

Lists of highly expressed intracellular signaling molecules include various cyclases, phosphodiesterases, kinases and phosphates. The vast majority of these remains to be associated with CSF secretion or regulation thereof, but may provide valuable hints to pursue in future efforts to modulate CSF secretion pharmacologically without targeting the choroidal transporters, many of which are expressed in other cell types or epithelia in the body. The cyclase-coupled receptors for atrial natriuretic peptide (ANPR-A and ANPR-B) were both detected amongst the top 10 highest expressed cyclases in the choroid plexus, and previously demonstrated at the protein level in this tissue [104]. ANP, via its induction of cGMP formation, may [104] or may not [105] cause decreased CSF secretion, and altered choroid plexus ANP receptor abundance in various forms of experimental hydrocephalus could indicate involvement in brain fluid dynamics [106]. Also of interest is the placement of the Ste20-related proline/alanine-rich kinase, SPAK, as the second highest expressed kinase in choroid plexus. SPAK is implicated in regulation of the CSF-secreting NKCC1 [6, 65, 66] and figures prominently in our network analysis as associated with NKCC1 as well as other cation, Cl^−^ cotransporters (CCCs). Other choroidal kinases and phosphatases associate with different transport mechanisms, e.g. various isoforms of the Na^+^/K^+^-ATPase and the TRPV4 channel, and may provide novel paths to investigate in future determinations of choroid plexus transport and its regulation.

As potential limitations to our study, we acknowledge the possibility that the lists of transporters, receptors, and intracellular signaling molecules are not absolute, as the information and annotation in the various databases, on which these are based, may be incomplete and with various levels of reliability. Accordingly, the volume activated anion channels of the LRRC8 family, which have been detected in rodent choroid plexus [107], were not included in the ion channel list from Gene Ontocology in the first filtration step (see Methods), and are therefore not included in the list of choroidal ion channels. The filtration based on GO term annotation and manual curation was performed based on the available information and to the best of our knowledge. The network analysis is based on published work. Therefore, novel and unexplored connections between different transporters and their potential regulatory pathways are anticipated to be revealed by future research efforts. Lastly, transcript abundance may vary among the different choroid plexuses [25] and may not mirror the quantitative expression at the protein level, some of which have previously been reported [108]. In addition, it remains unresolved whether transport proteins with lesser mRNA abundance, at the protein level may remain functionally represented and physiologically relevant (e.g. K_v_1.3 with low transcript abundance (this study and [25]), but detected at the functional level in isolated rodent choroid plexus [94]). Nevertheless, in the current study, we have created discovery tables of the transport mechanisms and regulatory pathways of the rat choroid plexus, and linked them via network analysis. We demonstrated high similarity between species (human and mouse) and sexes. The discovery tables provide semi-quantitative ranked lists of transport mechanisms that could participate in CSF secretion and suggest regulatory candidate genes that could be involved in their regulation. With these lists, we envision that researchers in the field may devise hypotheses regarding future quantification of transport mechanisms and their regulation, with the vision to obtain rational pharmaceutical targets for CSF production modulation in the pathologies involving disturbed brain water dynamics.

## Supplementary Information

**Additional file 1. **Lists of RNAseq data.

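The lists of transporters and pumps, channels, GPCRs and receptor tyrosine kinases give each gene with its Ensembl ID, its alias and its TPM. In the lists for the male choroid plexus, the values of the transporters and pumps, the channels, the 106 GPCRs and the 40 receptor tyrosine kinases equalled the TPM of the male library within rounding. The values of the 214 transporters and pumps and the 87 channels listed for the FACS library equalled its TPM in the same way. The lists for the proximal tubule hold TPM without mitochondrially encoded genes.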

## Data Availability

The datasets used and/or analyzed during the current study are available from the corresponding author on reasonable request. Webserver database: https://cprnaseq.in.ku.dk. Scripts and data analysis: https://github.com/Sorennorge/MacAulayLab-RNAseq2. Raw data available at the NCBI GEO database with accession number: GSE194236 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE194236.

## Abbreviations

aCSF: Artificial cerebrospinal fluid
ATP: Adenosine triphosphate
cAMP: Cyclic adenosine monophosphate
CCC: Cation Cl^−^ cotransporter
cGMP: Cyclic guanosine monophosphate
CSF: Cerebrospinal fluid
FACS: Fluorescence-activated cell sorting
FGF: Fibroblast growth factor
Genecards: Human gene database
GEO: Gene Expression Omnibus
GF: Growth factor
GO term: Gene Ontology term
GPCR: G protein-coupled receptor
HEPES: 4-(2-Hydroxyethyl)-1-piperazineethanesulfonic acid
HGNC: Gene Nomenclature Committee
HUGO: Human Genome Organisation
ICP: Intracranial pressure
KEGG: Kyoto Encyclopedia of Genes and Genomes
NCBI: National Center for Biotechnology Information
PBS: Phosphate-buffered saline
PDE: Phosphodiesterase
RNAseq: RNA sequencing
RSEM: RNA-Seq by Expectation Maximization
RTK: Receptor tyrosine kinase
SLC: Solute carrier
STAR: Spliced Transcripts Alignment to a Reference
TPM: Transcripts per million
Uniprot: Universal protein resource

How the deposited data were processed for this re-analysis (not part of the article)

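RNA of the choroid plexus of male and female rats, of epithelial cells captured by FACS from male choroid plexus and of male kidney proximal tubules was sequenced by the authors, with 1 library per condition, 4 in all. Each library is a pool, of 10 rats for the FACS epithelial cells and of 5 rats for each of the others. The authors aligned the reads with STAR 2.7.2a to Rnor_6.0 (Ensembl release 103) and ran RSEM 1.3.3 on the alignments. From RSEM, the authors deposited for each gene ID an expected count, which is an estimate and need not be whole, a TPM, which is scaled to sum to 1000000 in each library, and an effective length in bases. The deposited FPKM, a further RSEM value per gene, was not used here. The paper names trimming with Trimmomatic for all samples of its comparison between species, to which the male choroid plexus library belongs, and its text does not say whether the reads behind the other comparisons were trimmed. Its text does not name the strandedness of the libraries, and refers to a web page for the settings of the programs. Antisense and near-identical genes are therefore uncertain where the counting could have split their reads.

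From these values, the number of genes at or above 0.5 TPM, the overlaps between libraries, the ranks within the paper's lists and the sums over SLC super categories were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and drawn with matplotlib 3.10.9. Gene names come from the supplementary lists and the tables of the paper, which pair 2452 of the 32883 IDs with a name, while 0 IDs matched the RefSeq table at hand. For the comparison with the proximal tubule, the 13 mitochondrially encoded genes were removed from the deposited TPM of both libraries and the rest rescaled, in place of the mapping without these genes that the authors describe. Between pairs of libraries, Spearman correlations across genes and log2 ratios of TPM with a pseudocount of 1 were computed over the genes at or above the cut-off in either. Lists of marker genes were compared with 10000 random lists of the same size, each gene drawn from the 200 genes nearest in mean expression, or for the matching on length from the 50 nearest in length among the 800 nearest in expression. A list was tested only where at least 80% of its genes had a name, and the lists of immune, endothelial, and mural and fibroblast genes in use were put together after some of their values had been seen. Parts of these steps were tested on simulated data. Of 200 genes changed by a known amount, the median log2 ratio came back as 1.94. This recovery was computed with a pseudocount under 1 and without genes of low TPM. It therefore does not cover ratios of genes with low TPM at the pseudocount of 1. All 50 of 50 changed lists and 3 of 50 unchanged lists lay above percentile 95. A length effect put in was found as a Spearman rho of -0.633, against 0.00732 without one. That effect was larger than those seen, such as -0.378 for female to male and -0.185 for FACS to male. The simulation therefore does not show how smaller length effects, near the limit of -0.2 used below, would be found.

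Expected counts summed to 28324976 in the male choroid plexus, 25376480 in the female choroid plexus, 23873318 in the FACS library and 25130213 in the proximal tubule library, of which 7352952 were outside mitochondrially encoded genes. Shares of counts are given with 95% Wilson intervals and a floor of 3 counts. With no replicates, no p-value across genes and no spread between animals is given. The genes named in the text are those the paper names where a value is given for them, the genes of the marker lists drawn up beforehand, the 5 highest genes of each library and the 5 largest changes in each direction between libraries, and a gene outside this rule is said to be chosen after its values were seen. Not all genes that meet the rule are printed, and some genes the paper names are not reported here. The alternatives tried were cut-offs of 0.1, 1 and 5 TPM or 10 expected counts, pseudocounts of 0.1 and 0.5, removal of the 10 highest genes of each library, mitochondrially encoded genes kept or removed, IDs with a gene name alone, the male lists alone, and the other libraries in place of the male choroid plexus. The comparison with other species, the cyclases and phosphodiesterases, the annotation of genes to cell types and the association networks were not analysed here.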

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

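The tests of the immune receptor list were chosen only after the result was seen, and the list itself was put together after the values of some of its genes had been seen.

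Transcripts of immune receptors, which the paper lists among the receptors of the choroid plexus but does not compare between the sorted cells and the tissue, were higher in the FACS library than in the whole male choroid plexus. The 22 immune receptor genes in the paper's receptor lists had a median log2 ratio of 1.19, against -0.58 for all genes, and 20 of them had a higher TPM in the FACS library. The median lay at percentile 100 among random lists matched on expression. Under the pseudocounts, removals and matchings run, it stayed between 1.19 and 1.71. CSF1R had 79.1 TPM in the FACS library and 16.5 TPM in the whole male tissue. CD74, which is not in the list and was chosen after its values were seen, had 2556 and 345 TPM. Without the 2 genes of the list whose values had been seen, 18 of 20 genes were higher, the median was 1.19 and its percentile 100.

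A loss of long transcripts was weighed by matching the random lists on length too, which left the median at percentile 100. Over 5 groups of genes by length, the median log2 ratio of FACS to male lay between -0.43 and -0.79, so length alone does not give the value of the list. Immune cells captured in the sort are a candidate explanation. The endothelial list and the mural and fibroblast list lay at percentiles 99.21 and 82.98, and without the 4 endothelial genes whose values had been seen the endothelial list lay at 94.96. These lists do not bear against captured immune cells, since other cells could have been captured with them, and the pattern cannot be told apart from cells other than epithelial cells in the sorted sample. The larger TTR share in the FACS library lowers the TPM of other genes and works against the pattern, and with the 10 highest genes of each library removed the median was 1.71. A response of the cells to dissociation was not tested, since names were at hand for 0 of 12 genes of that list. The sorted cells were also digested and came from other rats than the whole tissue, and no biological explanation was tested.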

How the results depend on the processing

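The alternatives in this part were set before the data were examined, apart from the other library as the denominator, the difference between the electrolyte and the organic an/cationic sums, the matching of random lists on length, and the lists without genes whose values had been seen, which were chosen after seeing the data. Shares of genes are called changed where they left the 95% Wilson interval of the reported value over the number of genes, which treats genes as independent draws, shares and sums of TPM and the HTR2C to EDNRB ratio where they left the 95% interval that counting error gives, correlations and log2 ratios where their second decimal changed, ranks where they changed by more than 1.5 times, and gene lists where they changed sign relative to all genes or crossed percentile 5 or 95. No paired analysis was possible because each condition has 1 library. Of 228 comparisons of a result with an alternative, 103 stayed within these limits, 116 moved, 4 were reversed, 4 were weaker and 1 was stronger. Of those that moved, 25 were sums of single SLC super categories and are not listed. The cause was not tested for the changes below, apart from the SLC sums with genes removed. Those sums rose mainly because the remaining TPM was rescaled to the same total, which left the order of the sums given unchanged. The changes are grouped by setting, with shares over all genes (all), over transporters and pumps (transporters) and over channels. The lists of transporters and channels hold only genes at or above 0.5 TPM in the male choroid plexus, the FACS library or the proximal tubule, so their shares at 0.1 TPM, at 10 expected counts and over the female genes are partly set by the lists and show no stability. Restricting the lists to genes of the male lists changed none of the 8 results it was applied to beyond these limits. For the shares over male genes this was fixed in advance, since the male lists hold just those genes, and it shows no stability. The lowest ranks of the 20 highest male genes, for which it was the only alternative run, changed by less than 1.5 times. So did the numbers of the 20 highest proximal tubule genes found in the choroid plexus, under each alternative run on them.

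With a cut-off of 0.1 TPM, the share was 92.8% (all), 97.9% (transporters) and 98.0% (channels) for male choroid plexus genes found in the FACS library, 96.2% (all), 99.1% (transporters) and 97.0% (channels) for male choroid plexus genes found in the female choroid plexus, 93.7% (all) and 74.1% (channels) for proximal tubule genes found in the male choroid plexus and 37.9% (all) for male choroid plexus genes found in the proximal tubule. Here the TPM in genes not shared by the sexes was 0.0401% and the Spearman correlation was 0.916 for FACS to male and 0.323 for proximal tubule to male. With a cut-off of 1 TPM, the share was 92.2% (all) for male choroid plexus genes found in the FACS library and 89.0% (all) and 54.2% (transporters) for proximal tubule genes found in the male choroid plexus. Here the TPM in genes not shared by the sexes was 0.0665% and the Spearman correlation was 0.882 for FACS to male and 0.229 for proximal tubule to male. With a cut-off of 5 TPM, the share was 81.2% (all) and 82.4% (channels) for male choroid plexus genes found in the FACS library, 95.1% (all) for male choroid plexus genes found in the female choroid plexus, 81.9% (all) and 50.0% (transporters) for proximal tubule genes found in the male choroid plexus and 30.9% (all) and 19.3% (transporters) for male choroid plexus genes found in the proximal tubule. Here the TPM in genes not shared by the sexes was 0.185% and the Spearman correlation was 0.830 for FACS to male, 0.984 for female to male and 0.135 for proximal tubule to male. With mitochondrially encoded genes removed, the TPM was 2841 for electrolyte and bicarbonate, 2817 for organic an/cationic, 2106 for large anion and 1013 for metal transporters, the TPM in genes not shared by the sexes was 0.0550% and the median absolute log2 ratio was 0.72 for FACS to male and 0.21 for female to male. With mitochondrially encoded genes kept, the share was 34.8% (all), 24.3% (transporters) and 9.09% (channels) for male choroid plexus genes found in the proximal tubule. Here the median absolute log2 ratio was 2.81 for proximal tubule to male. Without the 10 highest genes of each library, the share was 94.8% (all), 97.3% (transporters) and 96.8% (channels) for male choroid plexus genes found in the FACS library, 97.0% (all) and 94.6% (channels) for male choroid plexus genes found in the female choroid plexus, 91.9% (all) for proximal tubule genes found in the male choroid plexus and 39.7% (all) for male choroid plexus genes found in the proximal tubule. Here the TPM was 4041 for electrolyte and bicarbonate, 4007 for organic an/cationic, 2996 for large anion and 1442 for metal transporters, the TPM in genes not shared by the sexes was 0.0737% and the median absolute log2 ratio was 0.55 for FACS to male, 0.16 for female to male and 2.87 for proximal tubule to male. With an expected count of at least 10 as the cut-off, the share was 94.9% (all) and 96.9% (channels) for male choroid plexus genes found in the FACS library, 97.3% (all) and 99.0% (channels) for male choroid plexus genes found in the female choroid plexus and 92.4% (all) and 70.4% (channels) for proximal tubule genes found in the male choroid plexus. Over the IDs with a gene name alone, the share was 98.2% (all) for male choroid plexus genes found in the FACS library, 98.8% (all) for male choroid plexus genes found in the female choroid plexus, 96.5% (all) for proximal tubule genes found in the male choroid plexus and 58.6% (all) for male choroid plexus genes found in the proximal tubule. Here the TPM in genes not shared by the sexes was 0.00121% and the Spearman correlation was 0.872 for FACS to male, 0.981 for female to male and 0.396 for proximal tubule to male. With the genes of the other library as the denominator, the share was 96.8% (all) for male choroid plexus genes found in the FACS library and 98.0% (all), 99.5% (transporters) and 98.8% (channels) for male choroid plexus genes found in the female choroid plexus. In the female choroid plexus, the TPM was 2247 for electrolyte and bicarbonate, 2637 for organic an/cationic, 1657 for large anion and 776 for metal transporters, the SLC share of transporter TPM was 63.9%, the HTR2C to EDNRB ratio was 5.91 and the electrolyte sum minus the organic an/cationic sum was -390.3 TPM. In the FACS library, the TPM was 1637 for electrolyte and bicarbonate, 2799.9 for organic an/cationic, 1410.1 for large anion and 594 for metal transporters, the SLC share of transporter TPM was 66.3%, the HTR2C to EDNRB ratio was 13.5 and the electrolyte sum minus the organic an/cationic sum was -1163 TPM. With a pseudocount of 0.1, the median absolute log2 ratio was 0.86 for FACS to male, 0.22 for female to male and 4.57 for proximal tubule to male. With a pseudocount of 0.5, the median absolute log2 ratio was 0.78 for FACS to male, 0.21 for female to male and 3.14 for proximal tubule to male.

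Relative to all genes, the epithelial list was slightly lower in the FACS library than in the male choroid plexus (-0.04), and the sign was reversed with a pseudocount of 0.1 (0.07, with a median log2 ratio of -0.62) and of 0.5 (0.02, also with -0.62). Without the 10 highest genes of each library, the median was -0.40 and its percentile fell to 4.85, past the limit. Against random lists matched on length too, the female to male medians of the epithelial list (-0.20, percentile 7.69) and of the mural and fibroblast list (-0.30, percentile 5.89) were no longer below percentile 5. Without the genes whose values had been seen, the endothelial list was at percentile 94.96 for FACS to male (-0.16) and at 6.89 for female to male (-0.30), each no longer past its limit. The cause was not tested.

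The restriction to IDs with a gene name keeps 2452 IDs, of which 1998 are the highest genes of the male library, so it favours genes of the male choroid plexus. The restriction to protein-coding genes was not run, since an annotation of Rnor_6.0 was not used here. Depth limits genes at or under the floor of 3 counts, for which no ratio is printed.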

Differences from the paper's values

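The share of male choroid plexus genes absent from the FACS library was 6.71%, against the paper's 3%. None of the alternatives set before the data were examined closed the gap. The share was 7.23% with a cut-off of 0.1 TPM, 7.80% with 1 TPM, 18.8% with 5 TPM, 6.72% with mitochondrially encoded genes removed, 5.20% without the 10 highest genes of each library, 5.06% with at least 10 expected counts, and 1.76% over the IDs with a gene name. Of the genes of the FACS library, 3.25% were below the cut-off in the male choroid plexus, a setting chosen after seeing the values. That lies within the limit of 1.5 times of the paper's 3%. It counts 426 other genes, so it does not close the gap for male genes absent from the FACS library.

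Some statements of the paper on genes, rankings and numbers of genes came out otherwise here. The paper places the non-shared channels around the cut-off, and GABRG3 had 6.03 TPM in the whole male choroid plexus and 0.16 TPM in the FACS library. The paper's text names SNAT1 where Table 1 lists SNAT3 for SLC38A3, which had 298 TPM. For the sexes, Fig. 4B and Fig. 4C show other numbers of shared and non-shared genes than the 211 shared, 7 male and 1 female transporters and pumps and the 79 shared, 9 male and 1 female channels counted here, from lists that leave out genes of the female library found in none of the other libraries. Fig. 5C shows another number of channels found in the choroid plexus alone than the 74 counted here.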

Other observations

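The tests on the highest genes outside the mitochondrially encoded ones, on few starting RNA molecules, on a length profile of the male library and on gene IDs counted in 1 sex were chosen only after the result was seen.

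The proximal tubule library had 6097 genes at or above the cut-off without mitochondrially encoded genes, against 13670 in the male choroid plexus. Without the 10 highest genes of each library, the proximal tubule had 6083 genes, which was 43.2% of the male number, but all 10 removed from it were mitochondrially encoded. With mitochondrially encoded genes and then the 10 highest other genes of each library removed, it had 6120 genes against 14166, again 43.2%. Neither removal decides whether a few genes taking most of the transcripts account for the difference, since 6268 genes of the proximal tubule had a TPM above 0 and rescaling cannot add to them. The 10 highest genes outside the mitochondrially encoded ones held 23.2% of the TPM in the proximal tubule and 35.2% in the male choroid plexus. Lower sequencing depth did not account for it, since the male counts thinned to the proximal tubule total still gave 13558 genes, 2.61 times as many as the 5192 with mitochondrially encoded genes kept, and thinned to the total outside mitochondrially encoded genes gave 13585. A loss of long transcripts could not be decided. Over the 3757 genes at or above 1 TPM in both libraries, the Spearman rho of the log2 ratio with effective length was -0.196, or -0.219 without a pseudocount, next to the limit of -0.2 set for it, while female against male, which was to stay near 0, had -0.378. Over the same genes, the median log2 ratio went from -0.75 in the shortest to -2.09 in the longest of 5 groups by length. The TPM here were not rescaled without mitochondrially encoded genes, which held 72.1% in the proximal tubule and 8.37% in the male choroid plexus. That lowers the level of these ratios, so only their change with length is read. Genes missing from the proximal tubule library do not enter this test, which therefore does not bear on them. Few starting RNA molecules remain a candidate explanation. Of the detected genes, 2.65% had under 10 counts, against 19.4% of those of the male counts thinned to the same total, which is 0.136 times the share, but the limit for this test was set with these values in view. Genes listed at 0 in the proximal tubule made up 28.1% of the genes at or above 100 TPM in the male choroid plexus and 74.8% of those from 1 to 5 TPM. Thinned to the total outside mitochondrially encoded genes, the male counts gave 13585 genes, against 6097 in the proximal tubule. With the 10 highest other genes holding 23.2% against 35.2%, this argues against a few genes outside the mitochondrially encoded ones taking most of the transcripts in these libraries. The mitochondrially encoded genes themselves did hold most of the TPM in the proximal tubule. The smaller number of genes cannot be told apart from few starting molecules or from a loss of long transcripts. It is not put down to a difference between the tissues.

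Ratios between libraries ran along transcript length. From the shortest to the longest of 5 groups of genes by length, the median log2 ratio of female to male went from -0.02 to -0.26, and that of FACS to male from -0.43 to -0.79. The Spearman rho across genes, which are not independent replicates, was -0.378 for female to male and -0.185 for FACS to male. Without a pseudocount, the FACS to male value was -0.203, or -0.199 with the lengths of the male library, so that it lay on either side of the limit of -0.2 set for a loss of long transcripts. That test also required female to male to stay within 0.1 of 0, and it left a loss of long transcripts in the FACS library undecided. Against the female library, the rho of the FACS library was -0.0667, so a length profile particular to the male library may be a candidate explanation, but most of these values were known when the test was set. A loss of long transcripts in the other libraries is not ruled out.

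For the sexes, 17 gene IDs with at least 50 counts in the male choroid plexus were listed at 0 in the female choroid plexus, and 6 IDs the other way round. A mislabelled sample was considered. Of the 17 IDs, 5 were also counted in both other libraries from male rats, and 0 of the 6 were, which goes against a mislabelled sample, although the limits of the test were set with the values in view. ENSRNOG00000057231 had 2408 counts in the male choroid plexus, 1126 in the FACS library and 3899 in the proximal tubule, and ENSRNOG00000051257 had 936 counts in the female choroid plexus and 0 in the others. Both were chosen after their values were seen, and no gene name was at hand for either. The lists of Y chromosome genes and of female X inactivation genes could not be used, with names for 0 of 7 and 0 of 2 genes. No biological explanation was tested.

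Compared with the male choroid plexus, the female library had lower medians for each list tested. The median log2 ratio was -0.20 for the epithelial genes (percentile 0.54), -0.37 for the immune receptors (percentile 0.04), -0.33 for the endothelial receptors (percentile 1.00) and -0.30 for the mural and fibroblast genes (percentile 2.89), against -0.16 for all genes. The last 3 lists were put together after some of their values had been seen. Without the genes seen, these 3 lists lay at percentiles 0.39, 6.89 and 4.44. Against random lists matched on length too, the percentiles were 7.69 for the epithelial genes and 0.01 for the immune receptors. They were 1.31 for the endothelial receptors and 5.89 for the mural and fibroblast genes.

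The lists of endothelial, mesenchymal and immune genes, of other nephron segments and of the response to dissociation drawn up beforehand had names for under 80% of their genes, so the tests planned on them are void.

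Some high TPM values rest on few counts. Of the genes at or above 100 TPM, 10 in the male choroid plexus, 10 in the female choroid plexus, 8 in the FACS library and 13 in the proximal tubule had under 100 expected counts. In the male library, RPL38 had 395 TPM from 36.0 counts with an effective length of 3.72 bases, and MRPL33, chosen after its values were seen, had 341 TPM from 16 counts. RPS6 had 536 TPM from 6196 counts in the male choroid plexus and was listed at 0 in the FACS library, and LOC100911516 had 654 TPM from 3207 counts and was listed at 0 there too. Reads shared with near-identical genes were not tested. GLYCAM1, chosen after its values were seen, had 1206 TPM in the female choroid plexus, 166 TPM in the male choroid plexus and 310.2 TPM in the FACS library. PPP2CA had 84.7 TPM in the male choroid plexus, 30.1 TPM in the female choroid plexus and 36.5 TPM in the FACS library.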
